# *In silico* Transcriptional Regulatory Networks Involved in Tomato Fruit Ripening

**DOI:** 10.3389/fpls.2016.01234

**Published:** 2016-08-30

**Authors:** Stilianos Arhondakis, Craita E. Bita, Andreas Perrakis, Maria E. Manioudaki, Afroditi Krokida, Dimitrios Kaloudas, Panagiotis Kalaitzis

**Keywords:** tomato, fruit ripening, WRKY, ERF, regulatory network, transcriptome

## Abstract

Tomato fruit ripening is a complex developmental programme partly mediated by transcriptional regulatory networks. Several transcription factors (TFs) which are members of gene families such as MADS-box and ERF were shown to play a significant role in ripening through interconnections into an intricate network. The accumulation of large datasets of expression profiles corresponding to different stages of tomato fruit ripening and the availability of bioinformatics tools for their analysis provide an opportunity to identify TFs which might regulate gene clusters with similar co-expression patterns. We identified two TFs, a SlWRKY22-like and a SlER24 transcriptional activator which were shown to regulate modules by using the LeMoNe algorithm for the analysis of our microarray datasets representing four stages of fruit ripening, breaker, turning, pink and red ripe. The WRKY22-like module comprised a subgroup of six various calcium sensing transcripts with similar to the TF expression patterns according to real time PCR validation. A promoter motif search identified a *cis acting* element, the W-box, recognized by WRKY TFs that was present in the promoter region of all six calcium sensing genes. Moreover, publicly available microarray datasets of similar ripening stages were also analyzed with LeMoNe resulting in TFs such as SlERF.E1, SlERF.C1, SlERF.B2, SLERF.A2, SlWRKY24, SLWRKY37, and MADS-box/TM29 which might also play an important role in regulation of ripening. These results suggest that the SlWRKY22-like might be involved in the coordinated regulation of expression of the six calcium sensing genes. Conclusively the LeMoNe tool might lead to the identification of putative TF targets for further physiological analysis as regulators of tomato fruit ripening.

## Introduction

Fleshy fruit development and ripening is a complex developmental process which is regulated by hormones and plethora of transcription factors (TFs) (Seymour et al., 2013). The evolution of this process requires the action of intricate regulatory networks of TFs (Seymour et al., 2013). In tomato fruit ripening, several TFs were demonstrated to play a central regulatory role such as the MADS box proteins RIPENING INHIBITOR (RIN) (Vrebalov et al., 2002), TOMATO AGAMOUS-LIKE1 (TAGL1) (Vrebalov et al., 2009) and FUL1/TDR4 and FUL2/MBP7 (Bemer et al., 2012). Additional classes of TFs were also shown to regulate tomato ripening such as the COLORLESS NON-RIPENING (CNR) which is a SBP TF (Manning et al., 2006), the NON-RIPENING (NOR) which was identified as a NAC domain TF (Martel et al., 2011) as well as the large class of ETHYLENE RESPONSE FACTORS (ERFs) which belong to the AP2/ERF family mediating mostly ethylene-dependent gene expression (Pirrello et al., 2012). Alterations in the expression of these TFs results in phenotypes with alterations in all aspects of fruit ripening including carotenoids and flavonoids biosynthesis, fruit softening, fruit size and shape, chloroplast degradation and chromoplast development (Klee and Giovannoni, 2014).

The physiological significance of other families of TFs such as the members of the WRKY gene family has not been investigated in tomato fruit development and ripening despite the fact that several of them are expressed in the fruit during various developmental stages (Huang et al., 2012). It was recently reported that five WRKY genes were upregulated in post-climacteric Chinese pear fruits suggesting association with fruit ripening development (Huang et al., 2014).

Despite the significant progress in the elucidation of the roles and interactions of the transcriptional regulators during tomato fruit ripening there are still unknown regulatory TFs and interactions which need to be investigated (Karlova et al., 2014). In this context, *in silico* analysis of large gene expression datasets has been used in the recent years in order to construct gene regulatory networks (Pan et al., 2013; Clevenger et al., 2015).

A tomato fruit gene regulatory network comprising TF gene expression profiles was generated using artificial network inference analysis to analyze Affymetrix GeneChip transcriptomic data from two different developmental and ripening stages, Mature Green (MG) and Breaker + 7 (Pan et al., 2013). A novel and fruit-related regulator of pigment accumulation in tomato was identified and its function was validated in transgenic plants indicating the significance of network analysis on the identification of regulatory TFs (Pan et al., 2013). In another report, transcriptome analysis of tomato fruit tissues expressing the tomato fruit shape gene SUN resulted in shifts of transcript profiles and metabolites according to gene regulatory network analysis and networks of metabolite correlations (Clevenger et al., 2015). The gene regulatory network analysis was based on the clustering of differentially expressed genes based on the log_2_ fold change using fuzzy C means (Clevenger et al., 2015). It was found that the main node represented genes related to calcium-regulated processes indicating involvement in calcium signaling.

Calcium signals are decoded by several types of Ca^2+^ sensor proteins that contain a high-affinity Ca^2+^ binding motif, the “EF-hand” motif. The three classes of Ca^2+^ sensors include the Calmodulin (CaM), the calcium-dependent protein kinase (CDPK) and the calcineurin B-like protein (CBL) (Kim et al., 2009). It was demonstrated that these Ca^2+^ sensors are involved in transcriptional regulation either directly by binding to TFs and ensuing modulation of their functions or indirectly by modulating posttranslational modification of TFs (Kim et al., 2009).

Recently, a reverse engineering algorithm, LeMoNe (Learning Module Networks) (Joshi et al., 2009) was used to predict gene regulatory networks in soybean nodulation (Zhu et al., 2013), salinity response of two olive cultivars (Bazakos et al., 2012), response of Arabidopsis under oxidative stress (Vermeirssen et al., 2014) as well as investigation of fruit acidity in diverse apples (Bai et al., 2015). LeMoNe is a software package that uses probabilistic, ensemble-based optimization techniques (Joshi et al., 2008, 2009) to extract ensemble transcription regulatory networks of co-expression (Michoel et al., 2007). Genes are first partitioned into co-expression modules and regulators are assigned to modules based on how well they explain the condition-dependent expression behavior of the module (Joshi et al., 2008, 2009).

The goal of this study was to generate gene regulatory networks by analyzing Affymetrix GeneChip expression datasets from four different stages of tomato fruit ripening, Breaker (Br), Turning (Tu), Pink (Pk) and Red Ripe (RR) with the LeMoNe algorithm in order to identify co expression modules and their putative regulatory TFs. The output was compared with the gene regulatory networks which were identified with a similar LeMoNe algorithm analysis of publicly available Affymetrix GeneChip datasets from similar stages of fruit ripening. Further analysis of the modules resulted in the identification of putative regulatory TFs such as a WRKY and an ERF and a subset of calcium signaling genes such as Calcium-binding EF hand family protein (CBEF), Calmodulin-like protein, Calcium dependent protein kinase, Calmodulin-binding heat-shock protein and Calcineurin B-like protein kinase. The expression patterns of these TFs and of the calcium signaling subset of genes were determined using real time PCR. The findings provide possible TF targets for further investigation of their role during fruit ripening through regulation of calcium signaling.

## Materials and methods

### RNA extraction and cDNA synthesis

Total RNA was isolated from 200 mg fruit tissue at the stage of breaker (BR), turning (TU), pink (PK) and red ripe (RR) from wild type tomato cv. Ailsa-Craig (S. lycopersicum) ground in liquid nitrogen and purified using RNeasy® plant mini kit (QIAGEN). Progress of ripening was broadly defined on the basis of skin color and development. 30 μg aliquots were fractionated on a denaturing 1.2% (wt/vol) agarose gel containing formaldehyde to verify RNA quality. First-strand cDNA was performed from 200 ng of the DNase-treated RNA according to the manufacturer's instructions using SuperScript™ II RNase H- Reverse Transcriptase (Invitrogen, Carlsbad, CA).

### qRT-PCR analyses

Gene expression analysis was performed using a 48-well StepOnePlus™ Real-Time PCR System (ThermoFisher Scientific). Standard dilution curves were performed for each gene fragment. For normalization α-actin primers were chosen instead of Ubiquitin and GAPDH, as they exhibited higher expression stability and uniform efficiency as tested by qPCR and analyzed by Bestkeeper Software. Primers were designed using the Primer Express v2.0 software (http://bioinfo.ut.ee/primer3/) based on two different exons of the gene of interest; the sequences of the primers are listed in the Supplementary Table 1. A serial dilution of 0.5, 5, 50, and 250 ng of each studied gene was used to determine the amplification efficiency for each target and housekeeping gene. The qRT-PCR reaction (20 μl) mix consisted of gene specific primers, SYBR® Green PCR Master Mix (ThermoFisher Scientific) and the template on three biological and technical replicates. The thermal cycling conditions were 50°C for 2 min, 95°C for 10 min followed by 95°C for 15 s, 60°C for 30 s and 72°C for 30 s for 40 cycles. For negative control, RT reaction mix without reverse transcriptase was used as a template. At the end, the melting temperature of the product was determined to verify the specificity of the amplified fragment. Data were analyzed using the 2−ΔΔCT method (Livak and Schmittgen, 2001) and presented as relative levels of gene expression.

### Microarray hybridization

We used the custom designed TomGene ST 1.1 array strips and the Affymetrix GeneAtlas Personal Microarray System to monitor differences in gene expression of abscission zones of tomato fruits in different ripening stages. The array design is based on the most recent genomic content and offers the highest probe coverage (up to 25 probes selected across the entire gene). This allows for accurate detection for whole-transcriptome microarray analysis and provides higher resolution and accuracy than other microarray solutions on the market. The tomato GeneChip® genome array contains 22,821 probe sets including 9 tomato housekeeping genes with 19 probe sets, 22,714 tomato EST assembly sequences, 43 public tomato sequence not in assembly and 45 Affymetrix control probe sets. In sum, there are 22,776 probe sets for tomato genes. Each probe set contains 11 pairs of perfect-match and mismatch probes for cross-hybridization control. Probe sequence selection is based toward the 3′-end of the ORF. Among 22,714 tomato EST assembly sequences, 16,800 probe sets with description using cutoff *e*-value as 1.00E-04, 5914 probe sets are with no description. It was estimated that there are 35,000 genes comprising the tomato genome (Tomato Genome Consortium, 2012). Therefore, the GeneChip genome array covers approximately 65% of the tomato genome.

For target preparation, 500 nanograms of total RNA was used as starting material and single stranded cDNA was prepared using the Affymetrix GeneChip WT Plus Reagent Kit according to the relevant Manual Target Preparation for GeneChip Whole Transcript Expression Arrays (No. 703174 Rev. 2). The single stranded cDNA was then fragmented and labeled, then hybridized to the probe array for 20 h at 48°C using the Hybridization station of the Affymetrix system. Immediately after hybridization, the array strips underwent an automated washing and staining protocol on the GeneAtlas Fluidics station using the GeneChip® Hybridization, Wash, and Stain Kit, then imaging on the GeneAtlas scanner. In total, the 9 samples were hybridized. The CEL files of these experiments are available in Gene Expression Omnibus (GEO; accession GSE78733; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=wfktmcukfvkpdav&acc=GSE78733).

The probe array was then washed and stained in the Fluidics Station, and scanned on the Imaging Station. Specific experimental information was defined using Affymetrix GeneChip Operating Software (GCOS) on a personal computer-compatible workstation. The array strip scan was also controlled by the GCOS software to define the probe cells and to compute the intensity for each cell. Two independent biological replicates were assessed for each of the 4 developmental stages assessed.

### Microarray analysis

Imaging of each array strip resulted in a.CEL file that contained the results of the intensity calculations on the pixel values corresponding to each probe on the array. This file was then imported in the Expression Console software to perform gene-level normalization and signal summarization as well as the quality control of the files using default parameter settings and output the.CHP files for further processing. These files were then imported in Affymetrix Transcriptome Analysis Console v.2.0 to obtain the bi-weight average signal of each pair of biological replicate. Afterwards, between each comparison the statistically significant differentially expressed genes were assessed (Fold-Change > ±2, *p* < 0.05).

All procedures for probe preparation, hybridization, washing, staining, and scanning of the TomGene Affymetrix microarray strips, as well as data collection and interpretation were performed at the Horticultural Genetics and Biotechnology Department, MAICH, Chania, Greece.

### Network analysis

The differential expression transcriptomes of Turning, Pink and Red Ripe compared to Breaker were generated, and the interacting relations among transcription factors and target transcripts were identified. In order to infer the module networks for the three pairs, Turning vs. Breaker, Pink vs. Breaker, and Red Ripe vs. Breaker, the LeMoNe algorithm (Michoel et al., 2007; Bonnet et al., 2010a) was used. LeMoNe uses ensemble based probabilistic optimization techniques to identify clusters of co-expressed transcripts as well as their regulators (Bonnet et al., 2010b). First it searches for clusters of co-expressed transcripts and subsequently defines a regulatory program for each cluster. Local optima traps in the first step are avoided using a Gibbs sampling approach for two-way clustering of both transcripts and conditions (Bonnet et al., 2010a). The algorithm receives as input the expression profiles of transcripts across the experimental conditions as well as a list of potential regulators.

In this study the fold-change (Stage/Breaker) of ~6.100 transcripts found to be differentially expressed (Fold Change > ±2, *p* < 0.05) either in Turning, Pink or Red Ripe vs. Breaker was used as transcript expression input. In order to infer the co-expressed modules for the ~6.100 DEGs, fold-change data were clustered based on the Gibbs sampler method (Joshi et al., 2008). To identify reliable clusters we performed 10 independent Gibbs sampler runs with number of clusters half of the amount of genes of the dataset. Finally, clusters were integrated to generate a robust clustering solution, tight clustering, through an ensemble of multiple “ganesh” runs (Bonnet et al., 2015). Afterwards, using a list of ~1700 potential regulators, identified using annotation description as indicated by the terms, “regulators,” “regulation of transcription,” and “transcription regulator activity,” LeMoNe assigned the corresponding regulators in each module characterized by a particular weight (probabilistic score), representing the strength with which a regulator participates in each module. The significance of those probabilistic scores is determined by comparing the assigned regulators with randomly assigned regulators, using a *t-test* comparing their means. The output is a group of clusters composed of mutually exclusive co-expressed transcripts, with a list of high-scoring regulators attached to each cluster, prioritized according to the corresponding weight. The final set of regulators involved in the regulation of a module, was set by eliminating those with a threshold lower to the threshold of the maximum weight of the randomly assigned regulators.

## Results and discussion

### Construction of fruit ripening regulatory networks

Expression profiles can be used to infer regulatory networks and key transcription factors (Cramer et al., 2011). We constructed tomato fruit ripening regulatory module networks by analyzing microarray data from different stages of fruit ripening using the LeMoNe algorithm (Michoel et al., 2007; Bonnet et al., 2010a). The output of the algorithm is a set of modules of co-expressed transcripts, with a list of high-scoring transcription factors (TF) regulating the clusters which were prioritized according to their corresponding weight. Specifically, the algorithm assigns sets of TF regulators to each of the modules using a probabilistic scoring, taking into account the profile of the candidate regulator.

Initially, publicly available microarray raw data from tomato fruit ripening stages of Br (Breaker), Br +3, Br + 5, and Br + 7 (Lopez-Gomollon et al., 2012) were retrieved from the GEO database and processed with the Affymetrix Expression Console using the RMA algorithm (Bolstad et al., 2003). This microarray comprised 10.209 probes (Lopez-Gomollon et al., 2012). The expression level (log2Signa) for each probe was estimated using RMA in the stages of BR, BR+3 (Turning), BR+5 (Pink) and BR+7 (Red Ripe).

The entire dataset of the probes was processed by the LeMoNe algorithm leading to the construction of 107 modules with 770 redundant TFs distributed across the modules. The top 1% TFs (Bonnet et al., 2015) with the higher weight was comprised of seven TFs; two WRKYs, WRKY 24 (Solyc09g066010) and WRKY37 (Solyc01g079360) (Huang et al., 2012); four Ethylene-responsive TFs, SlERF1a (ERF.C1; Solyc05g051200.1.1), SlERF1b (Solyc03g093610), SlERF2b (ERF.E1 or TERF1/JERF2*;* Solyc09g075420), SlERF5 (ERF.B2*;* Solyc03g093560) (Pan et al., 2012; Pirrello et al., 2006, 2012) and one MADS-box/TM29 (Solyc02g089200) (Supplementary Table 2). These seven TFs were found to regulate five distinct modules (Figure 1). The SlERF.C1 and SlERF.A2 co-regulated module M27 which comprised 77 genes, while the SlERF.B2, SlERF.E1 and WRKY24 co-regulated module 32 with 123 genes (Figure 1). The WRKY37 regulated two modules, M76 and M79 comprising 119 and 59 genes, respectively (Figure 1). Moreover, the MADS box/TM29 regulated module M38 with 88 genes (Figure 1).

**Figure 1:**
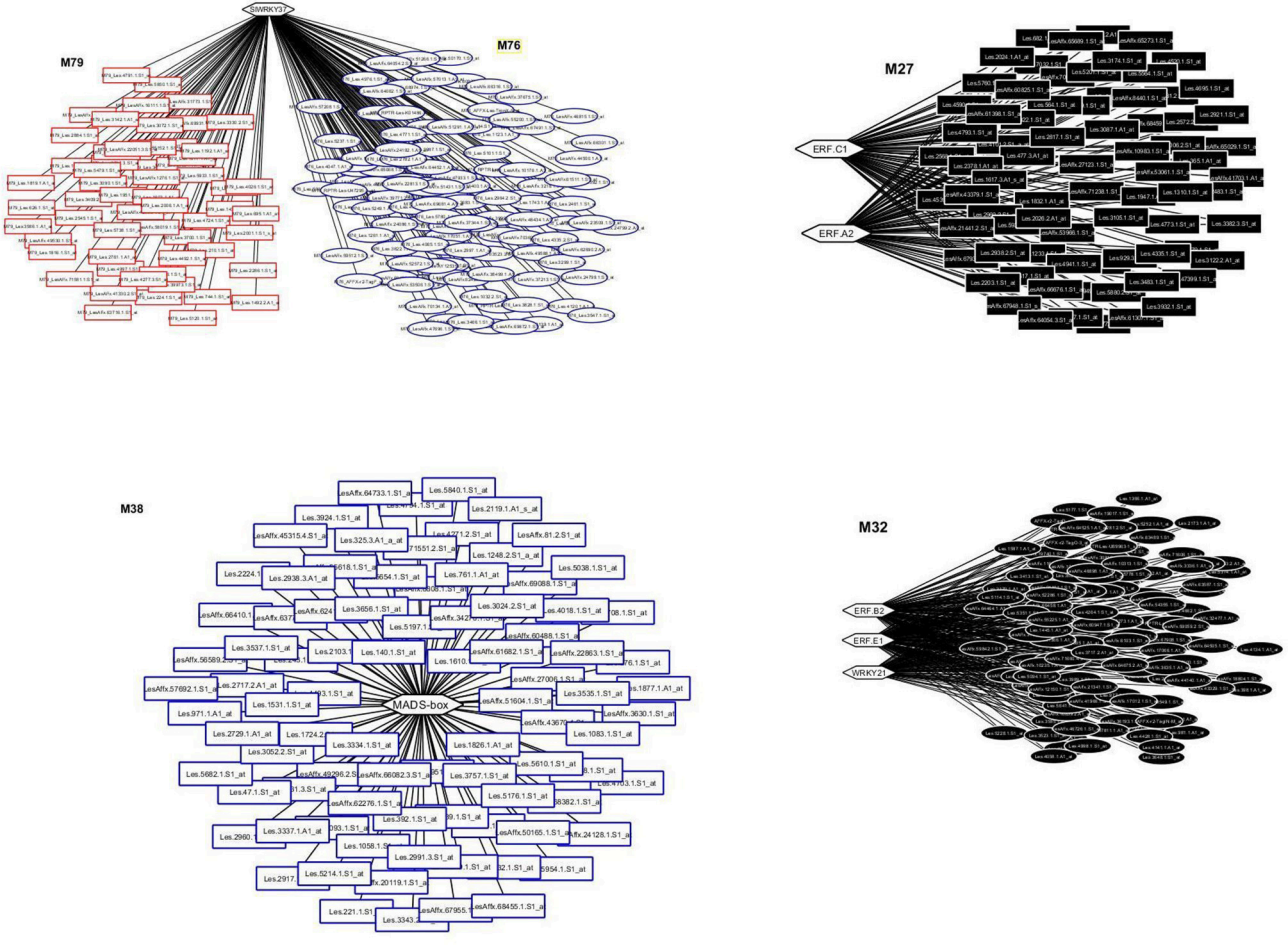
**Transcriptional regulatory networks in tomato fruit ripening using publicly available microarray data**. The top left panel represents the WRKY37 network with modules, M76 and M79 comprising 119 and 59 transcripts, respectively. The top right panel represents the ERF.C1 and ERF. A2 network with one module, the M27 comprising 77 transcripts. The low left panel represents the MADS/TM29 network with one module, the M38 comprising 88 transcripts. The low right panel represents the ERF.B2, ERF.E1, and WRKY21 network with one module, the M32 comprising 123 transcripts. Modules are color-coded and numbered. Hexagons represent transcripts encoding transcription factors whereas rectangles and ellipses represent transcripts regulated by TFs.

The WRKY24 and WRKY37 comprise one WRKY domain, a zinc-finger motif and belong to the group II-d and II-e, respectively according to a phylogenetic tree of WRKY genes among tomato, Arabidopsis and rice (Huang et al., 2012). The group II-e represents a unique WRKY gene expansion event that occurred only in *Solanaceae* species (Huang et al., 2012). The involvement of WRKYs in tomato fruit ripening has not been investigated extensively although a recent report showed that five WRKY genes were up-regulated in the post-climacteric stages of Chinese Pear (*Pyrus ussuriensis*) fruits (Huang et al., 2014).

The SlERF.C1, SlERF.E1, SlERF.B2, SlERF.A2 are members of the tomato ERF family (Liu et al., 2016). The SlERF.E1 is considered one of the main ripening-associated genes among all tomato ERFs due to the significant up-regulation at the onset of ripening as well as the dramatic down-regulation in the ripening mutants *rin, Nr* and *nor* (Liu et al., 2016). Moreover, the SlERF.E1 was shown to be induced by ethylene while RIN was demonstrated to act as positive regulator of the promoter activity of SlERF.E1 (Liu et al., 2016). The SlERF.C1 and the SlERF.B2 are also considered among the 19 ERF best candidates for regulating the ripening process based on their ripening-related pattern and high expression levels (Liu et al., 2016). The SlERF.B2 is also among only three ERFs which are consistently induced in the *rin, Nr* and *nor* ripening mutants suggesting that reduced expression levels at the onset of ripening might be required for progression of this process (Liu et al., 2016). In addition, the SlERF.B2 was found to promote adaptation to drought and salt tolerance in tomato (Pan et al., 2012). The SlERF.A2 seems to have the lower importance for fruit ripening considering that is strongly down-regulated during this process wile exhibiting high expression in roots, leaves, flowers and immature fruits (Liu et al., 2016).

The MADS-box/TM29 is a tomato SEPALLATA homolog which was shown to be involved in parthenocarpic fruit development and floral reversion (Ampomah-Dwamena et al., 2002). Moreover, it was also considered as a putative FRUITFULL1 (FUL1) interacting partner due to their strong expression in ripening fruits (Fujisawa et al., 2014).

The LeMoNe algorithm resulted in the identification of seven TFs as putative regulators of five modules according to their co-expression patterns (Figure 1). Three ERFs, SlERF.E1, SlERF.B2, and SlERF.C1, as well as one MADS-box/TM29 are considered to play a role in fruit ripening suggesting that this algorithm might be used to identify TFs with putative regulatory function. The involvement of the WRKYs remains to be determined.

### Analysis of fruit ripening regulatory networks and modules

A microarray experiment was performed with four fruit ripening stages, breaker, turning, pink and red ripe and the expression data were analyzed using the LeMoNe algorithm. 

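Expression was measured on Affymetrix TomGene ST 1.1 strips, arrays on which a set of probes reads each transcript cluster, in fruit of the cultivar Ailsa Craig at 4 stages of ripening. The deposited table holds 9 arrays, 2 each for breaker, turning and pink and 3 for red ripe, whereas the methods give 2 independent biological replicates per stage. All 9 arrays were used. The sample labels name pericarp as the tissue and the PureLink kit for RNA extraction, and the methods name fruit tissue, in 1 sentence abscission zones of the fruits, and the RNeasy kit. The deposited values are log2 signals that the authors obtained with the RMA method in Affymetrix Expression Console, which corrects for background, normalizes across arrays and summarizes the probes of each set. Of 67795 probe sets, 23194 carry 1 gene symbol in the annotation of the array, 170 carry several and 44431 carry none. The median signal was 1.82 to 1.84 on the breaker arrays, 1.98 to 2.01 at turning, 1.94 to 1.95 at pink and 1.78 to 1.83 at red ripe. Signals in the upper range differed more, since 1 in 10 probe sets lay above 5.09 to 5.15 at breaker, 4.17 to 4.51 at turning, 4.40 to 4.55 at pink and 5.24 to 5.43 at red ripe. Replicate arrays correlated across probe sets with r = 0.988 at breaker, 0.939 at turning, 0.957 at pink and 0.983 to 0.991 at red ripe. The principal component with the largest share of variance, 55.6%, separated the turning and pink arrays from the breaker and red ripe arrays. A mean per stage was fitted to the 9 arrays with limma and each stage was compared with breaker. Probe sets were counted as risen or fallen at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, and members of gene lists at an adjusted p under 0.05. Comparisons, gene lists and alternative settings were chosen before the data were examined, except where stated. The methods call the replicates of a stage independent but give no more than 2 per stage, so p-values measure the spread between these samples. That spread was pooled over the 4 stages. Array weights from limma, low for arrays of large spread, were 0.40 at turning and 0.57 at pink against 2.21 at breaker. Standard errors and p-values can thus be too small at turning and pink and too large at red ripe, which limits comparisons of their counts. The number of arrays per stage limits the precision of every value.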

The Affymetrix microarray comprised 37.897 probes compared to the 10.209 probes of the previous analysis. 

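At turning and pink, several genes of ethylene synthesis and signalling fell, while genes of cell wall softening moved in both directions. EIN2, a central component of ethylene signalling, had a log2 signal of 7.28 ± 0.15 (SD, n = 2) at breaker and fell by 2.42 at turning and by 3.10 at pink on the log2 scale (standard error 0.18 for each, adjusted p = 1.07e-04 and 3.94e-05 from limma). CEL2, a cell wall endoglucanase, rose by 2.11 at turning and by 3.86 at pink (standard error 0.19 for each, adjusted p = 2.39e-04 and 2.05e-05). Over the whole array 991 probe sets rose and 4622 fell at turning, and 848 rose and 3753 fell at pink, so that 82.3% and 81.6% of the changed probe sets were lower. The median log2 fold change of all probe sets at turning was 0.12, and -0.05 after each array was centred on its median.
Of 10 listed genes of ethylene synthesis 6 could be matched to a probe set, and of these 3 fell and none rose at turning (4 fell when adjusted over the list alone), and 2 fell at pink (3 when adjusted over the list alone). They include the ACC synthases ACS2, which fell by 2.35 at turning (adjusted p = 6.65e-04) and had a log2 fold change of 0.01 at pink, and ACS1A, which fell by 2.81 and 2.62 (adjusted p = 2.84e-05 and 3.42e-05). The ACC oxidase ACO5 fell by 2.62 at turning and fell by 3.12 at pink. Of 17 listed genes of ethylene signalling and response 11 could be matched, without the receptor NR, CTR1, E4 and E8, and of these 6 fell and 2 rose at turning and 7 fell and 2 rose at pink, with equal counts when adjusted over the list alone. The receptor ETR4 fell by 2.21 and 1.79, and EIL3, a transcription factor that acts after EIN2, fell by 1.84 and 2.98. Of 20 listed ripening regulators 7 could be matched, without RIN, CNR, TAGL1, FUL2 and AP2a among others, so that counts and group shifts cover a part of the list. Of these 7, 4 fell and none rose at turning (5 fell when adjusted over the list alone), among them NOR, a NAC factor required for ripening, by 2.21 (standard error 0.15, adjusted p = 5.99e-05), and the ethylene response factor ERF.B3 by 4.15 (standard error 0.35, adjusted p = 1.64e-04). At pink TM29, a MADS-box factor, was alone past the test (-1.27, adjusted p = 0.0019; 1 of 7 when adjusted over the list alone as well), and 2 of the 7 without breaker replicate 1. As a group the 7 matched ripening regulators lay below the other probe sets at turning (limma's camera, adjusted p = 3.61e-05), a call lost with an estimated correlation (adjusted p = 0.0543 with an estimated correlation). That correlation was -0.13, so positive correlation among the 7 genes does not account for the loss. In that setting camera also rests on the 5 residual degrees of freedom, which raises p-values by itself, here and for other lists. With an estimated correlation the group shifts of ethylene synthesis (adjusted p = 0.157 at turning and 0.382 at pink) and of ethylene signalling (adjusted p = 0.111 and 0.101) were not past the test either.
Of 10 genes of cell wall softening, 5 fell and 2 rose at turning and 4 fell and 3 rose at pink, with equal counts when adjusted over the list alone. The endoglucanase CEL8 fell by 4.38 and 5.78, the expansin EXP1 by 3.13 and 3.37 and the beta-galactosidase TBG4 by 3.85 and 1.88, while the polygalacturonase PG2 rose by 1.47 at pink (standard error 0.17, adjusted p = 8.36e-04). The signals of EXP1 at turning and pink (1.58 and 1.34), of ACS1A at both (1.34 and 1.54), of ERF.B3 at turning (2.01) and of ACO5 and CEL8 at pink (2.04 and 2.00) were close to background, so the sizes of these falls are at best lower bounds. The cell wall list had a mean log2 fold change of -0.58 and a median of 0.05 at pink, and as a group it was not past camera with an estimated correlation (adjusted p = 0.282 at turning and 0.702 at pink). Among 8 flavour genes the cell wall invertase LIN5 fell by 3.02 and 4.04 (adjusted p = 0.00124 and 3.52e-04), the second at best a lower bound since its signal at pink was 1.35. It was the only flavour gene lower at either stage, and 1 rose at pink (1 rose at turning and 3 at pink when adjusted over the list alone), but none over all probe sets without breaker replicate 1 or 2, pink replicate 1 or red ripe replicate 1 or 2. Of 5 genes of the abscission zone, a tissue named in the methods but not in the sample labels, CEL1 at turning fell by 3.03 (adjusted p = 0.00508, and 0.0585 with only the 2 stages compared), also when adjusted over the list alone, and none passed the test at pink. The other 4 had mean signals of 2.42 at most at any stage. Of 10 carotenoid genes 1 rose and 1 fell at turning and none changed at pink, also when adjusted over the list alone. At turning none rose without breaker replicate 1 or 2, turning replicate 1 or red ripe replicate 1 or 2, and 0 fell without breaker replicate 2 and 2 without turning replicate 2. Mean and median log2 fold changes differed in sign for the abscission zone at turning (-0.33 and 0.15) and for flavour at pink (-0.32 and 0.09), and neither list was shifted in camera (adjusted p = 0.960 and 0.883). The number of rises at turning was 582 and 556 without breaker replicate 1 or 2 and 1985 and 2441 without turning replicate 1 or 2, and at pink it was 535, 553 and 1602 without breaker replicate 1, breaker replicate 2 or pink replicate 1. After quantile normalization 2983 probe sets fell and 1908 rose at turning and 2365 fell and 1551 rose at pink, and after cyclic loess normalization 2885 fell and 1593 rose and 2556 fell and 1366 rose. Of the ethylene signalling genes 3 fell at pink without breaker replicate 1 or 2, none rose there without breaker replicate 1 and 1 without breaker replicate 2 or pink replicate 1 or 2, and 1 rose at turning without breaker replicate 1.

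**Figure D1:**
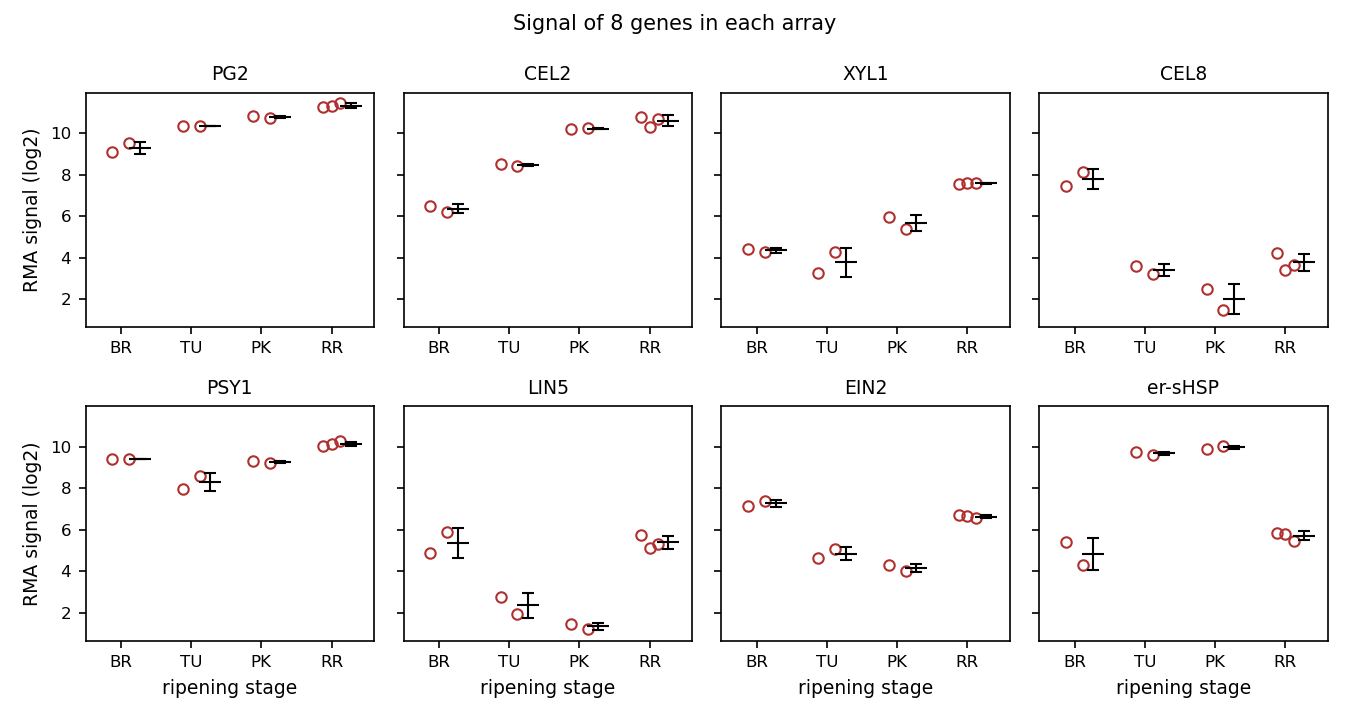
RMA signal (log2) of 8 genes at breaker (BR), turning (TU), pink (PK) and red ripe (RR). Open circles are arrays and dashes with bars are the mean ± SD of a stage (n = 2, and 3 for red ripe). CEL2 lies between 6.36 and 10.60 on average and does not return to its breaker signal at red ripe, while EIN2 is at 4.17 at pink and 6.64 at red ripe.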

The expression data suggested that most of the changes in expression occurred at turning and pink stages with genes undergoing a massive down-regulation (Supplementary Figures 1–4 and Supplementary Table 3). Contrary, an up-regulation of the majority of genes was observed at the red ripe stage (Supplementary Figures 1– 4 and Supplementary Table 3).

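At red ripe several ripening regulators and cell wall enzymes were above breaker, while genes of flavonoid formation and a cuticle regulator were below it. The MADS-box factor FUL1 (TDR4) rose by 1.55 on the log2 scale (standard error 0.18, adjusted p = 0.0019 from limma), the cellulase gene CEL2 by 4.24 (standard error 0.17, adjusted p = 1.03e-05) and the xylosidase gene XYL1 by 3.22 (standard error 0.28, adjusted p = 3.22e-04). CHS1, a chalcone synthase, went from 6.00 ± 0.41 (SD, n = 2) at breaker to 1.95 ± 0.27 (SD, n = 3) at red ripe and fell by 4.05 (standard error 0.31, adjusted p = 1.67e-04). In all 1010 probe sets rose and 843 fell, so that 54.5% of the changed probe sets were higher.
Of the 7 ripening regulators matched to a probe set, from a list of 20, 5 rose and none fell (5 rose and 1 fell when adjusted over the list alone), and as a group they lay above the other probe sets (camera, adjusted p = 1.31e-04; adjusted p = 0.0543 with an estimated correlation). The number that rose was 3, 2, 3, 3 and 3 without breaker replicate 1 or 2 or red ripe replicate 1, 2 or 3. In the direct comparison with turning all 7 were higher at red ripe. From a list of 6 genes of flavonoid and cuticle formation 4 could be matched to a probe set, without CER6 and CD1. All 4 fell, also when adjusted over the list alone, with a shift that held in camera with an estimated correlation (adjusted p = 0.0360). Besides CHS1 these are CHS2, which fell by 2.42, MYB12, a regulator of flavonoid synthesis, which fell by 2.89, and the cuticle regulator CD2, which fell by 1.54 (adjusted p = 4.03e-05, 2.06e-04 and 3.23e-04). Cuticle formation is thus represented by CD2 alone. The red ripe signals of CHS1 and MYB12 (1.96) were close to background, so the falls of these 2 genes are at best lower bounds. CD2 had risen at turning by 1.86 (adjusted p = 1.14e-04), when 2 of the 4 fell and 1 rose, and at pink 1 of the 4 fell, with equal counts when adjusted over the list alone. Without breaker replicate 1 the number lower at turning was 1, and without breaker replicate 2 the number lower at pink was 0.
Of 10 carotenoid genes 3 rose and none fell (5 rose when adjusted over the list alone), and 1 rose without breaker replicate 1, red ripe replicate 1 or red ripe replicate 2; the group shift had an adjusted p = 0.268 with an estimated correlation. The beta-carotene hydroxylase BCH2 rose by 1.66 (standard error 0.16, adjusted p = 5.27e-04). PSY1, the phytoene synthase of fruit, had a log2 fold change of 0.73 against breaker (adjusted p = 0.0683, and 0.0111 without turning replicate 1 or 2) and was 1.86 above turning (adjusted p = 1.64e-04). Of 10 cell wall genes 3 rose and 4 fell (5 rose and 4 fell when adjusted over the list alone), with PG2 risen by 2.03 (adjusted p = 1.59e-04) and CEL8 fallen (-4.01, adjusted p = 3.93e-04); as a group the list was not past the test (adjusted p = 0.680 with an estimated correlation). Of 6 ethylene synthesis genes 2 rose and 1 fell (3 and 1 when adjusted over the list alone), with ACO5 risen by 2.28 (adjusted p = 0.00764) and ACS1A fallen (-2.81, adjusted p = 2.29e-05, at best a lower bound at a signal of 1.35), and 1 rose without breaker replicate 1 or 2 or red ripe replicate 1 or 2. No ethylene signalling gene passed the test (2 fell when adjusted over the list alone, and 2 over all probe sets without turning replicate 1 or 2). Among 8 flavour genes the lipoxygenase LOXA fell by 3.29 (standard error 0.18, adjusted p = 2.72e-05) and 1 rose (1 rose and 2 fell when adjusted over the list alone), none rising without any 1 of the breaker and pink arrays or without red ripe replicate 1 or 2, and of 5 abscission zone genes none passed the test, also when adjusted over the list alone. Mean and median log2 fold changes differed in sign for ethylene signalling (-0.01 and 0.12) and for flavour (-0.16 and 0.04). Without breaker replicate 2 the counts over the whole array were 537 higher and 525 lower. The majority turned with the scaling, to 680 higher and 851 lower after quantile normalization and to 762 higher and 1041 lower after cyclic loess normalization.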

Analysis of the microarray data resulted in the identification of 6.100 Differentially Expressed Genes (Fold Change > ±2, *p* < 0.05) either in Turning, Pink or Red Ripe vs. breaker. 

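Genes changed in different combinations of stages. A purine permease (LOC101263374) fell at every later stage, with log2 fold changes of -4.49 at turning, -4.78 at pink and -5.04 at red ripe (standard error 0.29, 0.29 and 0.27, adjusted p = 5.32e-05, 4.36e-05 and 2.53e-05 from limma). A defensin (LOC101263826), a small antimicrobial protein, had log2 fold changes of -4.52, -3.83 and -4.90 in the same order. A histidine decarboxylase (LOC101248320) was past the test at red ripe, where it rose by 5.67 (standard error 0.16, adjusted p = 3.55e-06), and had log2 fold changes of 0.30 at turning and 0.64 at pink (adjusted p = 0.312 and 0.0564). Its signal at breaker, 1.21, was close to background, so the size of the rise is at best a lower bound. At the thresholds of the study, a fold change over 2 and an unadjusted p under 0.05, 6437 probe sets changed at turning, 5435 at pink and 2353 at red ripe in the limma fit. Together these were 9049 probe sets, 4799 of them in 1 comparison, 3324 in 2 and 926 in all 3. With an adjusted p in place of the unadjusted p the union held 7736 probe sets. A test on each probe set's own 2 stages, with no pooling of the spread, gave 3973, 3660 and 2084 probe sets at the thresholds of the study and a union of 6636; after Benjamini-Hochberg adjustment 2, 3 and 31 passed at 0.05.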

The DEGs and a list of putative transcription factors were analyzed using the LeMoNe algorithm resulting in 193 modules (M0 to M192; Supplementary Table 4).

The 193 modules are associated with 1052 TFs representing 196 unique TFs. The redundancy in TFs is explained by the fact that one TF can regulate more than one module while most of the modules comprise TFs. Only two TFs had a weight higher than the random threshold after using two different clustering procedures for the partition of the DEGs into modules of co-expressed genes with the LeMoNe tool. The Affymetrix microarray datasets of Lopez-Gomollon et al. (2012) comprised 10.209 probes and were analyzed using the entire expression data. We used the TomGene ST 1.1 Affymetrix microarray and analyzed only the DEGs. The TomGene ST 1.1 comprises 37.897 *Solanum lycopersicum* probes. This probably justifies the different output of LeMoNe algorithm after analysis of microarray data from similar developmental stages of fruit ripening. It is worth mentioning that WRKY22-like and ER24 probes were not present in the 10.209 probe-microarray.

The two TFs are the WRKY TF 22-like (Solyc05g050050.1.1) and an Ethylene-responsive transcriptional coactivator (ER24) (Solyc01g104740.2.1). The WRKY regulates the module M40 comprising 38 transcripts while the ER24 regulates the module 6 comprising 40 transcripts (Figure 2). Both modules showed similar expression patterns with a significant down regulation in the turning and pink stages and an upregulation in the red ripe stage to the initial breaker stage levels (Figure 3). It is interesting to note that the expression patterns of the two TFs are similar but still slightly divergent from the pattern of the genes comprising the module (Figure 4 and Supplementary Figure 5).

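The transcripts of M40 and M6 were lower than at breaker on average at turning and at pink and were near their breaker levels at red ripe. The mean log2 signal of the 38 transcripts of M40 was 6.15 ± 0.01 (SD, n = 2) at breaker, 3.49 ± 0.37 (SD, n = 2) at turning, 4.47 ± 0.04 (SD, n = 2) at pink and 6.39 ± 0.11 (SD, n = 3) at red ripe. For the 40 transcripts of M6 it was 5.79 ± 0.04 at breaker, 3.74 ± 0.22 at turning, 4.72 ± 0.05 at pink and 6.01 ± 0.12 at red ripe, with the same numbers of arrays. The mean log2 fold changes against breaker were -2.66, -1.68 and 0.24 for M40 and -2.05, -1.07 and 0.21 for M6 at turning, pink and red ripe. All 38 transcripts of M40 and all 40 of M6 fell at turning with a fold change over 2, and 33 and 24 did so at pink. At red ripe none of either module was past the test in limma against breaker (none when adjusted over the list alone), and 37 of the transcripts of each module had a mean signal above breaker. From turning to red ripe all 38 and all 40 rose, and from pink to red ripe 36 of each rose. The modules were formed from fold changes at these stages on the same arrays, so the uniform return is not independent evidence. Against all other probe sets the downward shift was past camera with an estimated correlation at turning (p = 0.00303 for M40 and 0.00202 for M6) and at pink (p = 0.00560 and 0.00582), but the study chose both modules on these samples, so their direction is not independent evidence. After cyclic loess normalization the mean changes at red ripe turned to -0.0096 for M40 and -0.016 for M6 and that of M6 at pink was -0.69, and after quantile normalization they were 0.040, 0.019 and -0.58. From the fold changes of the DEGs, LeMoNe grouped co-expressed transcripts into modules and assigned regulators to them. The paper reports that WRKY22-like and ER24 alone had a weight above the random threshold with both clustering procedures, and it states that WRKY22-like regulates M40 and ER24 regulates M6.

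**Figure D2:**
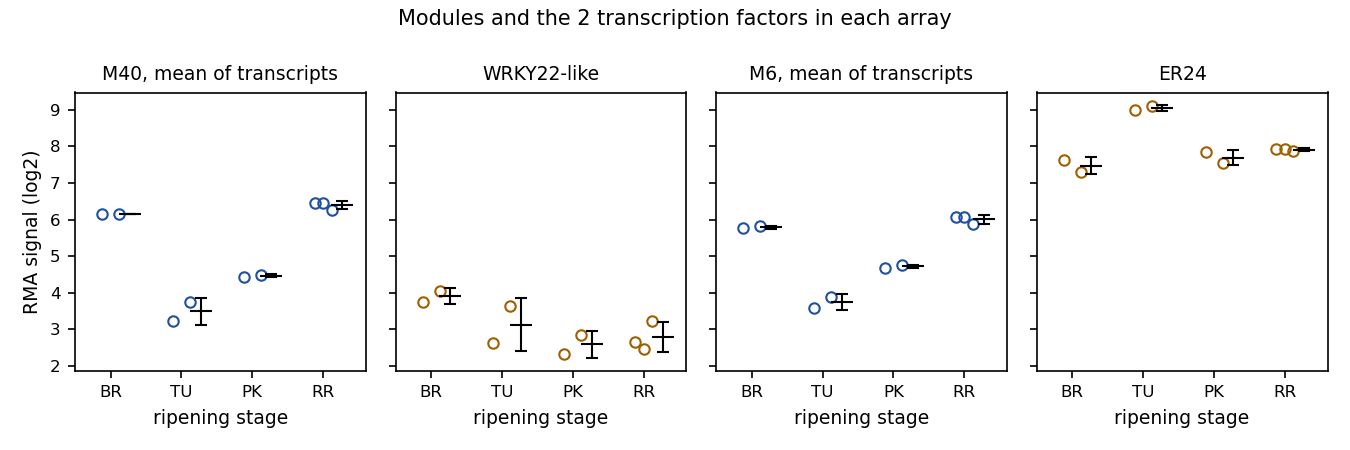
RMA signal (log2) at breaker (BR), turning (TU), pink (PK) and red ripe (RR) of the mean of M40, of WRKY22-like, of the mean of M6 and of ER24. Open circles are arrays and dashes with bars are the mean ± SD of a stage (n = 2, and 3 for red ripe). The module means are lowest at turning, where ER24 is at its highest mean.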

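ER24 and the transcripts of its module moved in opposite directions at turning, and at red ripe the mean signal of WRKY22-like lay below breaker while that of M40 lay above it. ER24, an MBF1-type transcriptional coactivator, had a log2 signal of 7.48 ± 0.23 (SD, n = 2) at breaker, 9.04 ± 0.08 (SD, n = 2) at turning, 7.69 ± 0.21 (SD, n = 2) at pink and 7.91 ± 0.04 (SD, n = 3) at red ripe. WRKY22-like (LOC101247027), a member of the WRKY family of transcription factors, had a signal of 3.91 ± 0.22, 3.13 ± 0.72, 2.59 ± 0.37 and 2.78 ± 0.41 in the same order. Relative to its module, the change of ER24 from breaker was higher by 3.61 at turning, 1.29 at pink and 0.22 at red ripe on the log2 scale. In every turning and pink array the difference between ER24 and the M6 mean lay above that of both breaker arrays, and at red ripe the ranges overlapped. The change of WRKY22-like exceeded that of M40 by 1.89 at turning and 0.37 at pink, and at red ripe the difference was -1.36. Its difference from the M40 mean lay outside the range of the breaker arrays in every turning and red ripe array and overlapped it at pink. These differences between regulator and module were not tested beyond this comparison of arrays. At breaker WRKY22-like, at 3.91, had less room above background for a fall than the M40 mean, at 6.15. Part of its gap to M40 at turning and pink can come from this.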

**Figure 2:**
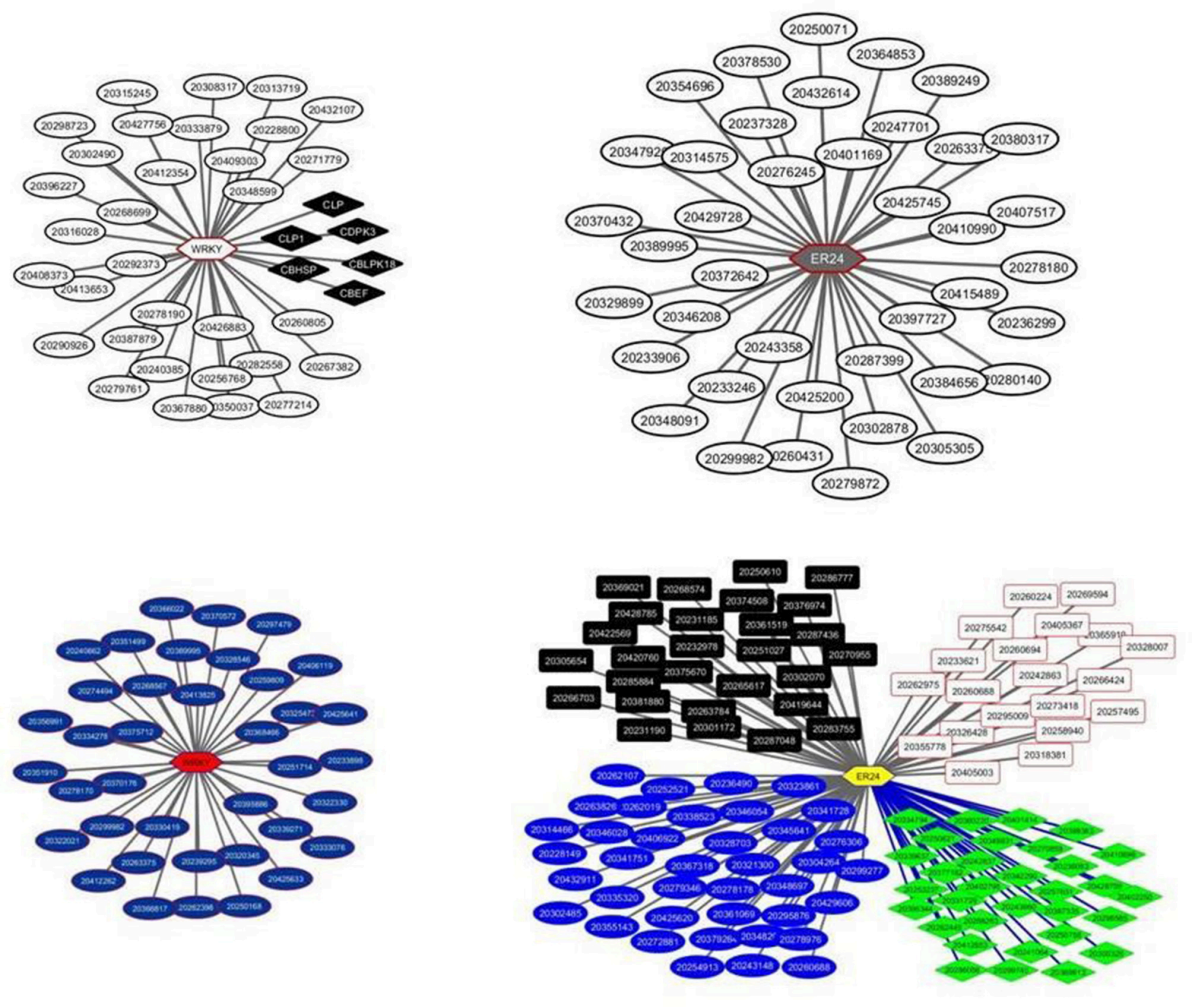
**Transcriptional regulatory networks in tomato fruit ripening using *in house* microarray data**. The left panel represents the WRKY22 network with the modules, M40 and M59, each comprising of 38 transcripts, respectively. The top right panel represents the ER24 network with one module, the M6 comprising 40 transcripts. The low right panel represents again the ER24 regulating 4 distinct modules, the M31, M63, M104, and M162, comprising 39, 28, 32, and 26 transcripts, respectively. Modules are color-coded. Hexagons represent transcripts encoding transcription factors whereas rectangles, square and ellipses represent transcripts regulated by TFs.

**Figure 3:**
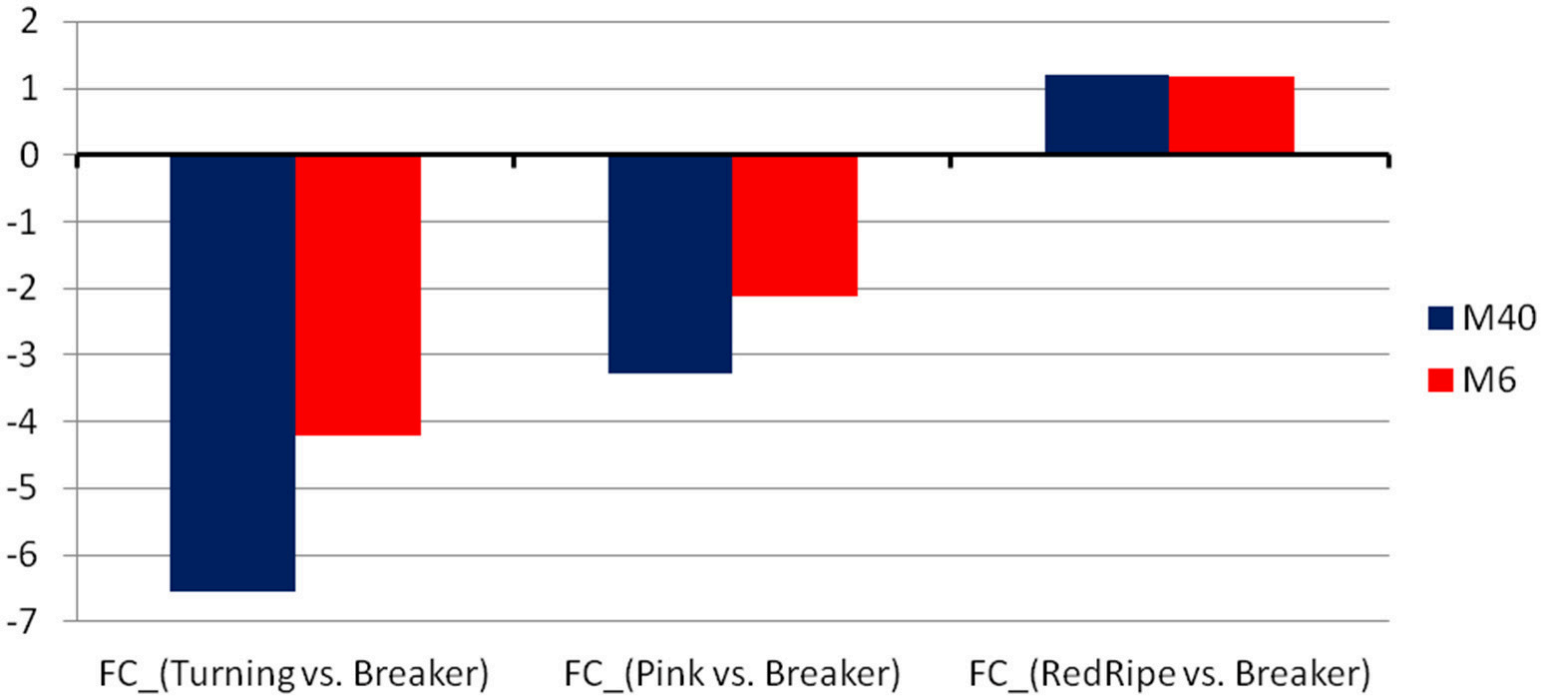
**The average fold-change of the two modules, M40 and M6, found to be regulated by the WRKY and the ER24 TFs, respectively**.

**Figure 4:**
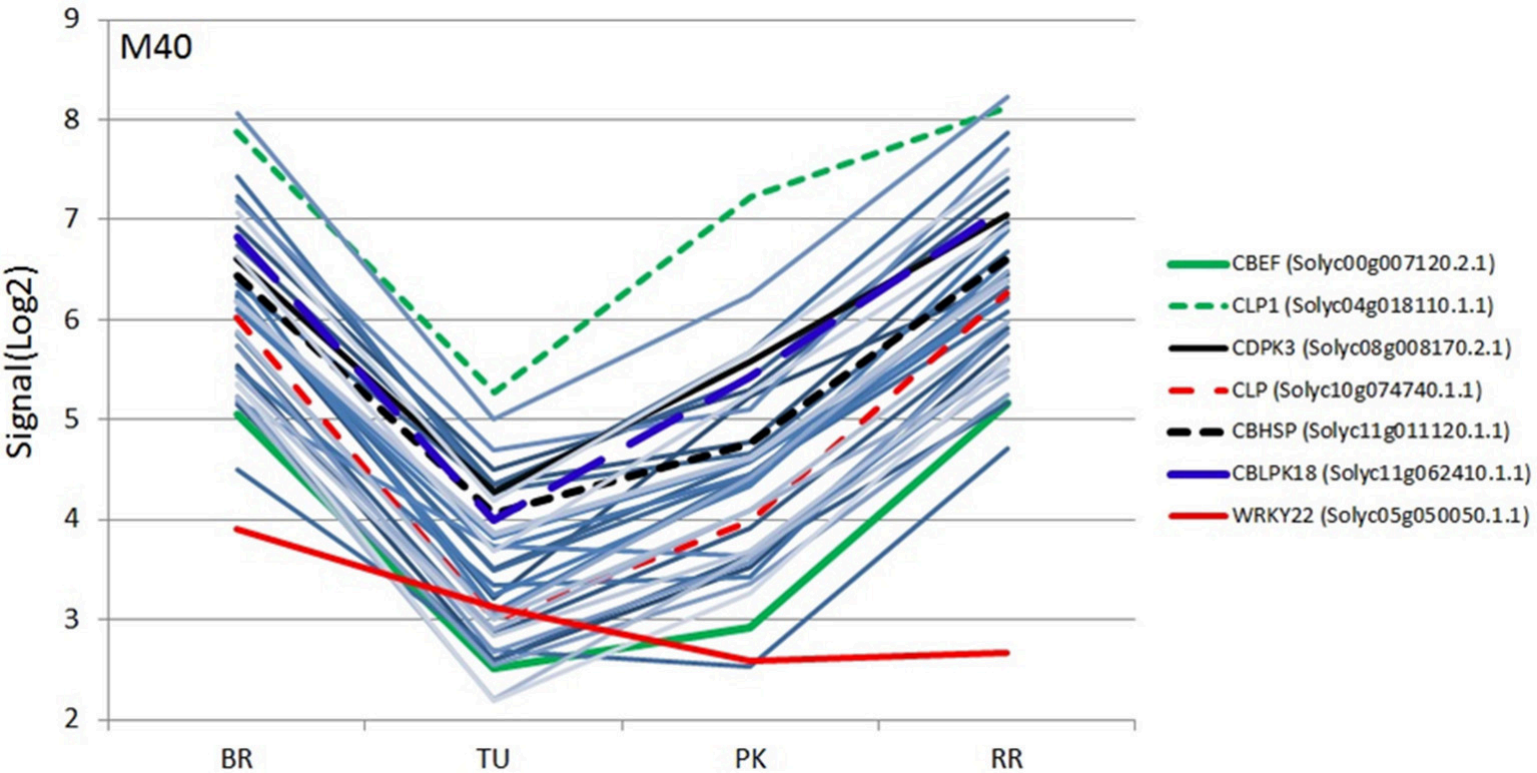
**Expression profiles (SignalLog2) of module M40 transcripts and WRKY22 TF in BR (Breaker), TU (Turning), PK (Pink) and RR (Red Ripe) stages based on the microarray data**. The expression profiles of the WRKY22 and the six calcium signaling transcripts are represented by different colors (see inset) and the other transcripts with the same color lines (light blue).

The same microarray datasets were analyzed again with LeMoNe using different clustering parameters such as the level of the number of initial clusters (50% of the genes in the matrix) and the number of runs of the Gibbs sampler (10 runs). This analysis resulted in 191 modules and 1040 potential TFs, representing 161 non redundant TFs. Only five among those TFs had a weight higher to the maximum threshold of the random weight, representing two non-redundant TFs, the WRKY22 and ER24. The same exactly TFs were identified in the previous analysis of the expression datasets by the LeMoNe algorithm suggesting a level of output consistency. However, changes were observed in the number of modules regulated by the two TFs. The WRKY22 was found to regulate again one module, the M59, containing 38 transcripts while the ER24 was found to be involved in the regulation of four modules, the M31, M63, M104, and M162, containing, 39, 28, 32, and 26 transcripts, respectively (Figure 2).

Real time PCR was used to further validate the expression levels of both TFs. The expression of WRKY significantly decreased in the turning and red ripe stage while slight down regulation was also observed in the pink stage (Figure 5). The ER24 showed gradual up regulation in the turning and pink stage by 14- and 28-fold, respectively which was not sustained in the red ripe stage (Figure 5). These patterns of expression can be considered almost similar to those observed in the microarray analysis (Figures 3, 4 and Supplementary Figure 5).

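On the arrays ER24 rose at turning and was not past the test at pink and red ripe. WRKY22-like was below breaker on average at all 3 later stages, and whether its pink and red ripe values passed the test depended on the setting. ER24 rose by 1.57 on the log2 scale at turning, a fold change of 2.96 (standard error 0.17, adjusted p = 5.28e-04 from limma). At pink its log2 fold change was 0.21 (standard error 0.17, adjusted p = 0.512), a fold change of 1.16, and at red ripe 0.43 (standard error 0.15, adjusted p = 0.232), a fold change of 1.35. Compared directly, ER24 was lower at pink than at turning by a log2 difference of -1.35 (standard error 0.17, adjusted p = 0.00667) and lower at red ripe than at turning by -1.13 (adjusted p = 9.93e-04). From pink to red ripe the difference was 0.22 (adjusted p = 0.411). WRKY22-like had log2 fold changes of -0.78 at turning, -1.31 at pink and -1.12 at red ripe (standard error 0.37, 0.37 and 0.34, adjusted p = 0.219, 0.0582 and 0.136). These are signed fold changes of -1.71, -2.49 and -2.18, and every array of the 3 stages had a lower signal than both breaker arrays. Its signals at pink and red ripe, 2.59 and 2.78, lay near the 75th percentile of those arrays, 2.57 to 2.65. The sizes of its falls may therefore be compressed by background. Between the later stages its log2 differences were -0.54 from turning to pink, -0.35 from turning to red ripe and 0.19 from pink to red ripe (adjusted p = 0.565, 0.508 and 0.762). The turning value of WRKY22-like was -1.29 without turning replicate 2 and -0.27 without turning replicate 1, each from 1 turning array. Either fit holds no spread of the turning stage, so passing the test is not counted for it, at turning or at pink. The pink value passed with the replicate block, median centring, dim probe sets left out, array weights or only the 2 stages compared (adjusted p from 0.0338 to 0.0416), with only probe sets with 1 gene symbol (adjusted p = 0.0278, chosen after seeing the data) and at the thresholds of the study (unadjusted p = 0.00632). The red ripe value passed with array weights (adjusted p = 0.00430), only the 2 stages compared (adjusted p = 0.0450) and the thresholds of the study (unadjusted p = 0.00908), and that of ER24 with array weights (adjusted p = 0.0367).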

**Figure 5:**
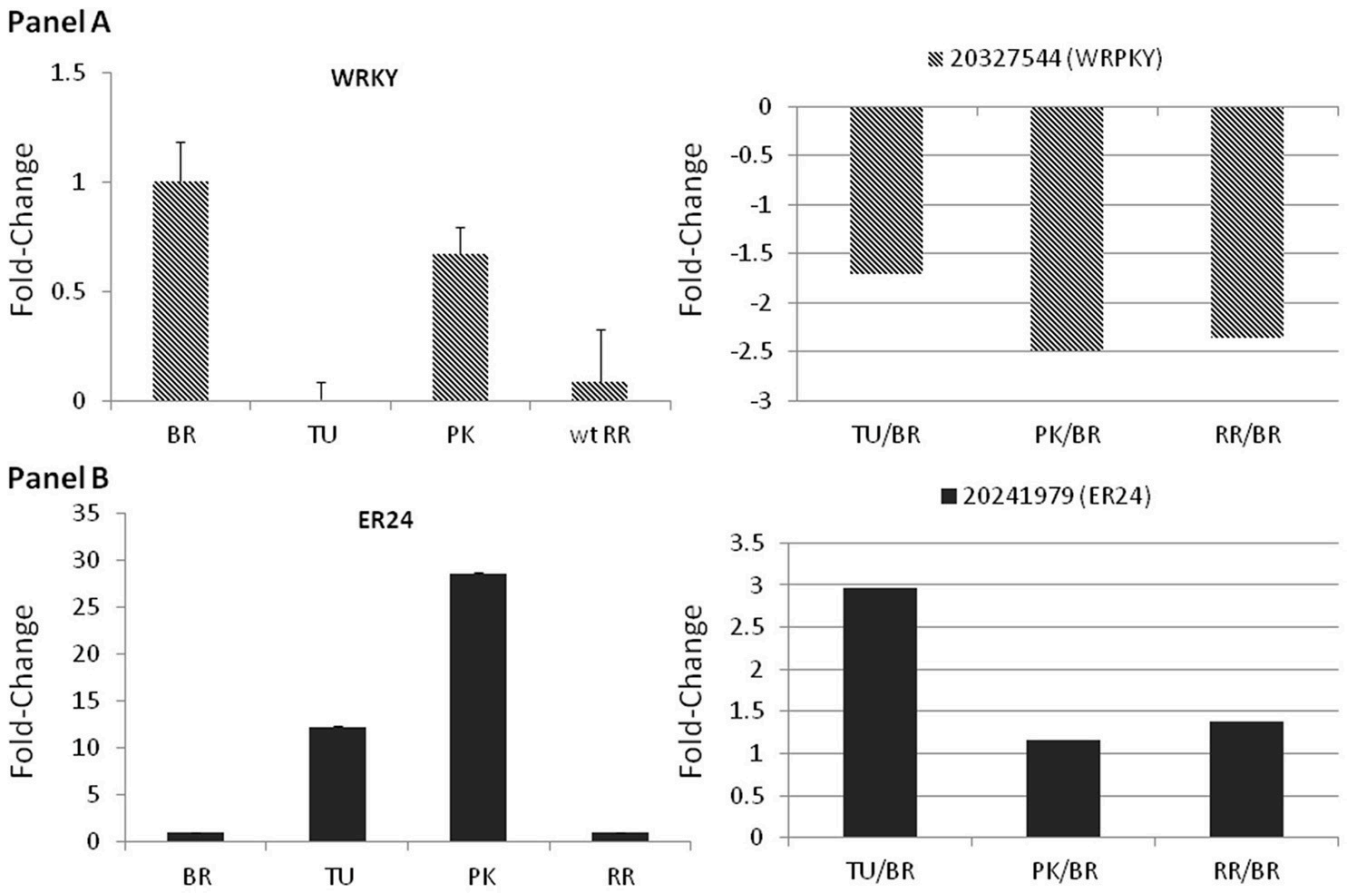
**Fold-changes of the WRKY22 and the ER24 using qPCR (left panels) and microarray data (right panels)**. Relative fold changes were calculated based on the comparative Ct method, using actin as an internal standard. The Ct value for each gene was normalized to the Ct value for actin and was calculated relative to a calibrator (Breaker) using the formula 2_DDCt. Average _standard errors (S.E.) of three biological replicates for each stage was estimated. Microarray fold-changes are estimated in relation to the Breaker stage.

The WRKY 22 comprises one WRKY domain, a zinc-finger motif and belongs to the Group II-e according to a phylogenetic tree of WRKY genes among tomato, Arabidopsis and rice (Huang et al., 2012). The WRKY 22 is one out of eight unique, divergent tomato WRKYs which form a distinct subclade in Group II-e which is considered the result of a distinct gene expansion event (Huang et al., 2012). Moreover, the characterized motif compositions allow Group II-e members in tomato to be divided into distinct subclasses (Huang et al., 2012). A group of WRKY genes, group II-c were suggested to be involved in berry ripening and cold acclimation in grapevine (Wang et al., 2014). However, the physiological significance of WRKYs in tomato fruit ripening needs to be further investigated.

The ER24 is homologous to multi-protein bridging factor MBF1 involved in transcriptional activation and was shown to be strongly induced by ethylene in tomato fruit (Zegzouti et al., 1999). In addition, a gradual increase in expression was observed during ripening which peaked at the red ripe stage while no expression could be detected in the leaves either before or after ethylene treatment indicating that ER24 is predominantly a fruit ripening-related co-activator (Zegzouti et al., 1999).

### A WRKY22 module comprises a subgroup of calcium signaling genes

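Transcripts of M40 with different functions fell together at turning. Methylthioribose-1-phosphate isomerase (LOC101261101), an enzyme of the methionine salvage cycle, fell by 3.19 on the log2 scale at turning (standard error 0.29, adjusted p = 2.35e-04 from limma) and had a log2 fold change of 0.24 at red ripe. It and an uncharacterized gene (LOC101256081), with -3.35, -2.04 and 0.36 in stage order, had the largest falls of the module's named genes at turning. The smallest were those of a subunit of the actin-related protein 2/3 complex (LOC101245162), which nucleates actin filaments, with -1.43 at turning (adjusted p = 0.00162, and 0.0506 after quantile normalization) and -1.53 at pink, and of LOC101258444, an uncharacterized gene, with -1.79 and -1.97. Of the module's transcripts of protein phosphorylation and degradation, chosen because the paper names them or their kind, the regulatory subunit 3-like of protein phosphatase 6 (LOC101262982) fell by 2.39 at turning and by 1.97 at pink (adjusted p = 4.86e-05 and 1.28e-04). The oligopeptidase A-like gene (LOC101254150) fell by 2.88 and by 1.82 (adjusted p = 3.98e-05 and 3.57e-04). The E3 ubiquitin-protein ligase listerin-like gene (LOC101247956) fell by 2.83 and by 1.44 (adjusted p = 3.67e-05 and 9.50e-04). An unknown ubiquitin-associated transcript without a gene symbol fell by 3.01 at turning (adjusted p = 9.50e-04) and had a log2 fold change of -0.98 at pink (adjusted p = 0.146). The serine/threonine-protein kinase GRIK1-like (LOC101255268) fell by 2.34 at turning (adjusted p = 0.0245; the value was -1.26 without turning replicate 1) and had a log2 fold change of -1.57 at pink (adjusted p = 0.126). Its turning value was not past the test without breaker replicate 1 or 2 (adjusted p = 0.111 and 0.126), after quantile or cyclic loess normalization (adjusted p = 0.0977 and 0.0533) or with only the 2 stages compared (adjusted p = 0.145), and its pink value was past it without turning replicate 1 or 2 (adjusted p = 0.00146), with array weights (adjusted p = 0.0273) and with only the 2 stages compared (adjusted p = 0.0200). When adjusted over the list alone, 38 of the 38 transcripts fell at turning and 36 at pink, which is not independent evidence because the module was formed on these samples.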

The module 40 comprised 38 transcripts including six mRNAs involved in Calcium regulation, 11 uncharacterized, two mRNAs related to protein phosphorylation encoding a Serine/threonine-protein phosphatase 6 regulatory subunit 3 and a Serine/threonine-protein kinase-like protein, two mRNAs involved in protein and peptides degradation such as an Oligopeptidase A and an Ubiquitin carboxyl-terminal hydrolase (Supplementary Table 5).

Further analysis was focused on the Calcium homeostasis-related group of six mRNAs. This group comprised of a Calcium-binding EF hand family protein (CBEF) (Solyc00g007120.2.1), Calcium-binding EF (CBEF), Calmodulin-like protein (CLP) (Solyc10g074740.1.1), Calmodulin-like protein 1 with an EF-Hand type domain (CLP1) (Solyc04g018110.1.1), Calcium dependent protein kinase 3 (CDPK3) (Solyc08g008170.2.1), Calmodulin-binding heat-shock protein (CBHSP) (Solyc11g011120.1.1) and a Calcineurin B-like (CBL)-interacting protein kinase 18 (CBLPK18) (Solyc11g062410.1.1). These six genes might have similar co-expression patterns during fruit ripening considering that they are members of the same module. Therefore, their expression was determined during the four stages of ripening using real time PCR to further validate this assumption (Figure 6). 

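All 6 calcium genes of M40 fell at turning, and at red ripe none differed from breaker past the test. CLP (LOC101256817), a calmodulin-like protein, had a log2 signal of 6.02 ± 0.23 (SD, n = 2) at breaker and 2.99 ± 0.37 (SD, n = 2) at turning, and fell by 3.03 on the log2 scale at turning and by 2.04 at pink (standard error 0.25 for each, adjusted p = 1.56e-04 and 0.00122 from limma). CBLPK18 (LOC101258032), a kinase that interacts with calcineurin B-like calcium sensors, fell by 2.83 at turning and also fell at pink (standard error 0.22 for each, adjusted p = 1.12e-04 and 0.00417). The EF-hand protein CBEF (LOC101253573) fell by 2.53 and 2.13 (standard error 0.29, adjusted p = 6.97e-04 and 0.00192), and the calmodulin-binding heat shock protein CBHSP (LOC101256054) by 2.38 and 1.68 (standard error 0.21, adjusted p = 2.28e-04 and 0.00146). CLP1 (LOC101055516), the other calmodulin-like protein, fell by 2.60 at turning (standard error 0.35, adjusted p = 0.00175) and had a log2 fold change of -0.66 at pink (adjusted p = 0.324). CDPK3 (LOC101256200), a calcium-dependent protein kinase, fell by 2.31 at turning (standard error 0.44, adjusted p = 0.00972) and had a log2 fold change of -1.01 at pink (adjusted p = 0.226). The turning arrays of CDPK3 lay far apart, at 3.42 and 5.15, and its breaker arrays at 6.44 and 6.76. At red ripe the log2 fold changes of the 6 genes lay between 0.11 for CLP1 and 0.46 for CDPK3. In the direct comparison with turning all 6 were higher at red ripe, and 5 were higher than at pink. For quantitative PCR the paper describes a drop from pink to red ripe instead. The counts were 6 lower at turning and 4 lower at pink when adjusted over the list alone, too, and since the study took the 6 genes from a module formed on these samples they are not independent evidence of that direction. The same holds for their higher signals at red ripe than at turning and pink. The fall of CDPK3 at turning was not past the test without breaker replicate 2 (adjusted p = 0.0766) or with only the 2 stages compared (adjusted p = 0.0976), and its pink value was past it without turning replicate 1 or 2 (adjusted p = 0.00479).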

The CBEF, CLP1, CLP, CBLIPK18, and CBHSP have identical patterns of expression characterized by a decrease in the turning followed by an up-regulation in the pink and return to lower levels in the red ripe stage (Figure 6). The only exception is the expression pattern of CDPK3 which showed a gradual increase up to the pink stage followed by down regulation in the red ripe stage (Figure 6). However, the pattern of CDPK3 expression can only be considered slightly different compared to the other five transcripts (Figure 6).

**Figure 6:**
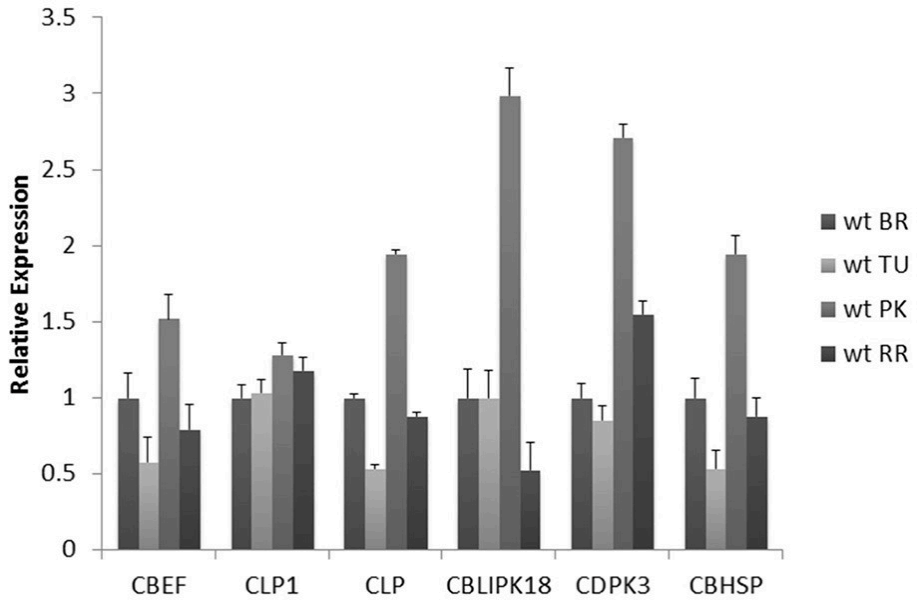
**Expression analysis of Calcium-binding EF (CBEF), Calmodulin-like protein 1 (CLP1), Calmodulin-like protein (CLP), CBL-interacting protein kinase 18 (CBLPK18), Calcium dependent protein kinase 3 (CDPK3), Calmodulin-binding heat-shock protein (CBHSP) genes in different fruit ripening stages of Breaker (BR), Turning (TU), Pink (PK) and Red Ripe (RR) of wild-type Ailsa-Craig (*Solanum Lycopersicum*)**. Relative fold changes were calculated based on the comparative Ct method, using actin as an internal standard. The Ct value for each gene was normalized to the Ct value for actin and was calculated relative to a calibrator (Breaker) using the formula 2_DDCt. Vertical bars are the average S.E. of three biological replicates. Microarray fold-changes are estimated in relation to the Breaker stage.

The promoter sequences of the six calcium related genes were extracted from Sol Genomics and the presence of functional motifs was determined using ScanWM-PL (http://www.softberry.com/berry.phtml). Approximately 100 motifs were identified which were distributed across the 6 genes (Supplementary Table 6). The analysis indicated the presence of a W-box regulatory element in the promoter sequence of all six genes which represents a binding factor for the WRKY family. These results suggest that the WRKY22-like TF might bind to the promoter of the six calcium signaling genes in order to regulate their expression.

The function of calmodulin remains elusive for fleshy fruit development while expression studies during tomato fruit development and ripening suggest a dual role (Yang et al., 2014). Down regulation during the pre-climacteric stage might critical to initiate ripening while at the climacteric stage might be involved in ripening coordination (Yang et al., 2014). In tomato, only four CDPK genes were characterized suggesting involvement in wounding, heat stress and hormones (Chang et al., 2009; Kamiyoshihara et al., 2010).

## Conclusions

The analysis of two microarray datasets representing the expression profiles of similar stages of tomato fruit ripening using the LeMoNe algorithm resulted in the identification of putative regulatory TFs belonging to either the WRKY family or to the ERF family and ER24, an ethylene induced transcriptional activator, suggesting a level of consistency in the identification of regulatory TFs. As a result of network analysis, the WRKY22-like module comprised a subgroup of calcium signaling transcripts with expression patterns similar to their regulatory TF as determined by qPCR analysis. Moreover, this subgroup contains a W- box motif in their promoter sequences, known as a WRKY binding factor, validating to a certain extend transcriptional regulation by this TF. Therefore, the WRKY22-like might be involved in the coordinated regulation of expression of the six genes suggesting that alterations in the TF expression might result in expression changes of the six calcium signaling genes. Conclusively, the LeMoNe tool might provide putative TF targets for further physiological analysis as regulators of tomato fruit ripening.

## Author contributions

PK conceived and designed the work. PK, SA, CB, MM, AP, AK, and DK, were involved in the acquisition, analysis, and interpretation of the data. PK, SA, CB, MM, AP, AK, and DK were involved in drafting the work. All authors revised and approved the final version.

## Funding

This research has been co-financed by the European Union (European Social Fund) and Greek National funds, through NSRF 2007-2013 - Program “Excellence II.”

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure 1 **The % of differentially expressed genes (DEGs) for each comparison, Turning vs. Breaker, Pink vs. Breaker, and Red Ripe vs. Breaker**.

Supplementary Figure 2 **The average fold-change for each comparison, Turning vs. Breaker, Pink vs. Breaker, and Red Ripe vs. Breaker**.

Supplementary Figure 3 **The % of up- (red) and down-regulated (green) DEGs in each comparison, Turning vs. Breaker, Pink vs. Breaker, and Red Ripe vs. Breaker**. The table below, reports the absolute numbers of up- and down-regulated DEGs genes, and the total number of DEGs for each comparison.

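Many of the probe sets that fell at turning also fell at pink, and most of these were higher again at red ripe. A GRAS family transcription factor (LOC101268586), similar to scarecrow-like proteins, had a log2 signal of 10.25 ± 0.01 (SD, n = 2) at breaker and fell by 7.55 at turning and by 5.42 at pink on the log2 scale (standard error 0.41 for each, adjusted p = 3.01e-05 and 1.16e-04 from limma), with a log2 fold change of -0.25 at red ripe. A transporter of the MATE family (LOC101249191), similar to multidrug and toxin extrusion proteins, fell by 5.62 and then fell by 5.34 against breaker, with -0.85 at red ripe (adjusted p = 2.11e-05, 1.83e-05 and 0.0715). In all 2918 probe sets were lower at both turning and pink, where 256 would be shared if the comparisons were independent, and 322 were higher at both, where 12.4 would be shared. Of the 2918, 517 were also lower at red ripe, 168 were higher and 2233 were not past the test against breaker. Compared directly, 2072 of them (71.0%) were higher at red ripe than at both turning and pink. They were chosen for low signals on these same turning and pink arrays, which by itself favours a high share. Over all 67795 probe sets 6215 were higher at red ripe than at turning and 5275 were higher than at pink. Of the 322 that rose at both stages, 37 also rose at red ripe and 191 were lower at red ripe than at both. Turning and red ripe shared 580 lower and 46 higher probe sets and had 278 of opposite direction, where independent comparisons would give 57.5, 14.8 and 81.2. Pink and red ripe shared 586 lower and 89 higher with 227 of opposite direction, where independent comparisons would give 46.7, 12.6 and 66.5. The counts for independent comparisons take all 67795 probe sets as able to fall. At breaker the 75th percentile of signal was 2.63 and 2.61, so most probe sets had little room above background for a fall. The independent counts that involve falls are therefore too low, here and with split breaker arrays, and the excess over them is overstated. All 3 comparisons use the same 2 breaker arrays, so part of the overlap can come from shared controls. With the breaker arrays split, turning compared with 1 of them and pink with the other, a split chosen after seeing the data in which a lone array is assumed to vary like the others, 1912 and 1905 probe sets were lower at both (137.9 and 144.9 if independent) and 209 and 196 higher at both (4.39 and 4.75), with turning against breaker replicate 1 and 2. In the same way turning and red ripe shared 394 and 340 lower probe sets (34.3 and 28.5 if independent) and 33 and 23 higher (5.64 and 4.60), with 239 and 137 of opposite direction (38.7 and 33.7). Pink and red ripe, with pink against breaker replicate 1 and 2, shared 390 and 334 lower (28.2 and 22.3) and 62 and 55 higher (5.61 and 4.23), with 198 and 102 of opposite direction (32.9 and 27.0). Across probe sets, which are not independent replicates, log2 fold changes at turning and pink correlated with r = 0.786, those at turning and red ripe with r = 0.094 and those at pink and red ripe with r = 0.188. With the breaker arrays split they correlated with r = 0.734 and 0.703, 0.041 and 0.032, and 0.110 and 0.132 in the same order. In 20 simulated sets of unchanged stages with shared controls r was 0.500, 0.548 and 0.546. The covariance was 0.331, 0.0280 and 0.0521 with shared controls and 0.319 and 0.310, 0.0131 and 0.0099, and 0.0330 and 0.0382 with the breaker arrays split, and shared controls alone gave 0.0284, 0.0284 and 0.0283 in the simulation. Each covariance dropped by less than the simulated value when the breaker arrays were split. Breaker arrays also had the highest array weight in limma, 2.21, that is, the smallest estimated spread. The simulated covariance thus overstates the part of shared controls, and that of turning and red ripe is not shown to come from them alone. After quantile normalization 1699 probe sets were lower at both stages and 939 of these higher again at red ripe, after cyclic loess normalization 1822 and 948, and without breaker replicate 1 the number higher at both stages was 213.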

Supplementary Figure 4 **Venn diagram showing overlap between DEGs in the three comparisons**.

Supplementary Figure 5 **Expression profiles (SignalLog2) of module M6 transcripts and ER24 TF in BR (Breaker), TU (Turning), PK (Pink), and RR (Red Ripe) stages based on the microarray data**. The expression profile of the ER24 is represented by a red color line, and the other transcripts with the same color lines (light blue).

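Transcripts of M6 fell at turning while ER24 was at its highest signal. AO2, an aldehyde oxidase, went from 5.01 at breaker to 2.50 at turning, a fall by 2.52 on the log2 scale (standard error 0.20, adjusted p = 1.35e-04 from limma), and was at 3.85 at pink and 5.27 at red ripe. Its log2 fold change at pink was -1.17 (adjusted p = 0.00707), which was not past the test without breaker replicate 1 (adjusted p = 0.0545), without breaker replicate 2 (adjusted p = 0.0518) or after quantile normalization (adjusted p = 0.184). It is, with a probe set without a gene name, 1 of the 2 members with the largest falls at turning. The 2 members with the smallest falls were LOC101250087, with -1.34 at turning (adjusted p = 0.0146, and 0.0531 and 0.113 without breaker replicate 1 or 2), and LOC101244931, with -1.56 (adjusted p = 0.00271). The signal of LOC101250087 at turning, 1.62, was close to background, so its fall is at best a lower bound. When adjusted over the list alone all 40 transcripts fell at turning and at pink, and over all probe sets 31 fell at pink, which is not independent evidence because the study formed the module on these samples. A transportin-3-like gene (LOC101256535) has a probe set in M6 and another in M40, with log2 fold changes of -2.27 and -2.06 at turning.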

Supplementary Table 1 **List of qRT-RCR Primers used for the gene expression analysis**.

Supplementary Table 2 **Details of the top 1% transcription factors regulating the modules**. First column reports the Affymetrix Transcript cluster ID, the 2nd the number of the module, and the 3rd column the Sol Genomics accession. The remaining columns report the description of each TF as established from three different resources: (i) the plant transcription factors database (PlantTFDB), (ii) the sol genomics, and (iii) the NCBI.

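The largest changes were in genes of unlike functions, from heat shock proteins and lectins to a carbonic anhydrase. At turning the largest rises among probe sets with 1 gene name were those of a class IV heat shock protein (LOC101256272), with a log2 fold change of 5.17 (standard error 0.23, adjusted p = 2.21e-05 from limma), and of er-sHSP, a small heat shock protein of the endoplasmic reticulum, with 4.83 (standard error 0.31, adjusted p = 5.09e-05). At pink they had log2 fold changes of 5.99 and 5.12. An arabinogalactan-protein of the cell surface (LOC101252504) fell by 6.98 at turning and by 6.38 at pink (standard error 0.37, adjusted p = 2.84e-05 and 3.57e-05). A nodulin family protein (LOC101261467) fell by 6.21 at turning and by 2.44 at pink. At pink an agglutinin isolectin (LOC101245043) fell by 7.61 (standard error 0.23) and a chitin-binding lectin rose by 6.13 (standard error 0.18), each with an adjusted p = 4.24e-06, while at turning their log2 fold changes were -0.22 and 0.34 (adjusted p = 0.576 and 0.274). A 14 kDa proline-rich protein (LOC101250534) rose by 4.21 at turning, 6.43 at pink and 3.78 at red ripe. At red ripe an alpha-hydroxynitrile lyase rose by 8.29 (standard error 0.43, adjusted p = 2.37e-05) after 5.33 at pink, and the carbonic anhydrase gene ca3 rose by 7.16 (standard error 0.16, adjusted p = 7.98e-07). The breaker signals of ca3 (1.48), the chitin-binding lectin (1.32) and the proline-rich protein (1.01) were close to background, so the sizes of these rises are at best lower bounds. The bHLH130-like transcription factor (LOC101258607) rose by 5.68. The non-specific lipid-transfer protein gene ltpg1 fell by 6.86 at red ripe (standard error 0.20, adjusted p = 3.55e-06), the glycolate oxidase gene GLO2 by 5.40 and subunit V of the photosystem I reaction center (LOC101263732) by 4.78. For 51 genes of the table found on the array, the sign of the log2 fold change was that of the paper's value in 51, 50 and 48 genes at turning, pink and red ripe, and the median absolute difference was 0.0026, 0.0023 and 0.0217 on the log2 scale. The methods name a biweight average of each pair of replicates. With a Tukey biweight average of all 3 red ripe arrays the last of these differences was 0.0029.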

Supplementary Table 3 **Table with the top 10 up- and down-regulated genes for each comparison, Turning vs. Breaker, Pink vs. Breaker, Red Ripe vs. Breaker**. Blue cells reflect the genes that rank with the top 10 DEGs, while green cells those with a significant differential expression but not within the top 10. No colored cells denote genes with not significant change in their expression.

Supplementary Table 4 **The 193 modules detected in our data**.

Supplementary Table 5 **Table with the co-expressed transcripts in the M40**. The first column reports the Affymetrix ID, the 2nd the Gene Symbol, the 3rd a brief description, and the last column the Public Gene IDs.

Supplementary Table 6 **Promoter motif analysis of the six calcium signaling genes**. The Table denotes starting from right to left: the accession of the regulatory element (RE), the name of the RE, the binding Transcription Factor (BF), the calcium signaling genes, the cumulative number for each motif found in the genes. The plus symbol (+) indicates presence of the motif for the calcium signaling genes.

# Supplementary material for: In silico Transcriptional Regulatory Networks Involved in Tomato Fruit Ripening
**Source:** Front Plant Sci. 2016 Aug 30;7:1234. doi: 10.3389/fpls.2016.01234
**Supplement:** Supplementary Table 1 — List of qRT-RCR Primers used for the gene expression analysis.

Name	SGN number	t.m.	Primer Sequence (5'→3')	Product Size
qRT-PCR ER24-F	Solyc02g067530.2.1	61.4	AGTGTTGGGGAAAATGGAGAAC	121bp
qRT-PCR ER24-R		61.9	CAACAACAACAACCTATGGCCTTTC	
qRT-PCR WRKY-F	Solyc11goo5200.1.1	62.2	AAAGGTGATGGCAAAGAAAAGGTA	98bp
qRT-PCR WRKY-R		62.1	CCTGTCATTTTCCTCGTATTAGGTG	
qRT-PCR Calcium-binding EF -F	Solyc00g007120.2.1	60.4	GCCTCTTCGGTAGTCGTGAA	103bp
qRT-PCR Calcium-binding EF -R		59.8	GAGTCACGTTGCTGGAATGA	
qRT-PCR Calmodulin-like protein 1-F	Solyc04g018110.1.1	60.3	GATCACGACGGGAAAATCAC	132bp
qRT-PCR Calmodulin-like protein 1-R		60.04	GCAGACGAATCCATCTCCAT	
qRT-PCR Calcium dependent protein kinase 3-F	Solyc08g008170.2.1	59.8	CCAATTGACGTTCCCTGTTT	109bp
qRT-PCR Calcium dependent protein kinase 3-R		60.5	CTCGTACCGCCAATTAAACG	
qRT-PCR Calmodulin-like protein-F	Solyc10g074740.1.1	60.1	AAATTGGGATTACCGGAAGG	92bp
qRT-PCR Calmodulin-like protein-R		60.8	AAGAAATCAACGCGACCATC	
qRT-PCR α -Actin-F	U60482.1	60.7	GTCCCTATTTACGAGGGTTATGCT	127bp
qRT-PCR α -Actin-R		60.2	G TTCAGCAGTGGTGGTGAACA

# Supplementary material for: In silico Transcriptional Regulatory Networks Involved in Tomato Fruit Ripening
**Source:** Front Plant Sci. 2016 Aug 30;7:1234. doi: 10.3389/fpls.2016.01234
**Supplement:** Supplementary Table 2 — Details of the top 1% transcription factors regulating the modules. First column reports the Affymetrix Transcript cluster ID, the 2nd the number of the module, and the 3rd column the Sol Genomics accession. The remaining columns report the description of each TF as established from three different resources: (i) the plant transcription factors database (PlantTFDB), (ii) the sol genomics, and (iii) the NCBI.

Acce	Module	Sol_cc	Description/PlantTFDB	Description/SolGenomics	NCBI
Les.3679.1.S1_at	27	Solyc05g051200.1.1	ERF1	ERF1A (SI-ERF.C1**)	ERF1 (NM_001247912.2)
Les.4140.1.S1_at	27	Solyc03g093610	ERF1	ERF1b (SI-ERF.A2**)	ERF1b (XM_004235138)
Les.4531.1.S1_at	32	Solyc03g093560.1.1	ERF5	ERF2 (SI-ERF.B2**)	ERF5 (KP835548)
Les.4102.1.S1_at	32	Solyc09g075420.2.1	ERF2	ERF2b (SI-ERF.E1**)	ERF2 (NM_001247379)
Les.3962.1.A1_at	32	Solyc09g066010	SIWRKY21	SIWRKY24 (SIWRKY24*)	SIWRKY21 (XM_004247174)
Les.4411.1.S1_s_at	38	Solyc02g089200.2.1	TM29 (K-box region and MADS-box TF)	MADS-box	MADS-box/TM29 (NM_001246982)
Les.3963.1.A1_at	76	Solyc01g079360.2.1	WRKY35	WRKY3 (SIWRKY37*)	WRKY65 (XM_010324070)
Les.3963.1.S1_at	79	Solyc01g079360.2.1	WRKY35	WRKY3 (SIWRKY37*)	WRKY65 (XM_010324070)

*manuscript (Huang et al 2012)

**manuscript (Liu et al 2016)

# Supplementary material for: In silico Transcriptional Regulatory Networks Involved in Tomato Fruit Ripening
**Source:** Front Plant Sci. 2016 Aug 30;7:1234. doi: 10.3389/fpls.2016.01234
**Supplement:** Supplementary Table 3 — Table with the top 10 up- and down-regulated genes for each comparison, Turning vs. Breaker, Pink vs. Breaker, Red Ripe vs. Breaker. Blue cells reflect the genes that rank with the top 10 DEGs, while green cells those with a significant differential expression but not within the top 10. No colored cells denote genes with not significant change in their expression.

nsript Cluste	FC_(TUvsBR)	FC_(PKvsBR)	FC_(RRvsBR)	Gene Symbol	Description	Public Gene IDs
20296309	-1,17	-195,33	-2,33	LOC101245043	Agglutinin isolectin I	Solyc03g116230.2.1; XR_182594.1
20265167	-2,75	-16,45	-23,32	LOC101246396	Alpha-dioxygenase 1-like (LOC101246396)	Solyc02g087110.2.1; XM_004232233.1
20259961	1,43	40,15	312,35		Alpha-hydroxynitrile lyase	Solyc02g065260.2.1
20351974	-126,27	-83,05	-3,86	LOC101252504	Arabinogalactan-protein	Solyc07g053640.1.1; XM_004243331.1
20411876	-45,66	-14,43	1,71	LOC101249043	AT5G28150-like protein	Solyc11g066930.1.1; XM_004250973.1
20262975	-2,93	-2,15	-22,11	LOC101253342	ATP synthase gamma chain, chloroplastic-like (LOC101253342)	Solyc02g080540.1.1; XM_004232663.1
20345982	-12,8	-11,75	-27,17	LOC101260057	Beta-D-glucosidase	Solyc06g076780.2.1; XM_004241129.1
20246203	-1,1	-1	51,14	LOC101265470	beta-glucosidase 40-like (LOC101265470)	
20246208	1,26	1,68	50,49	LOC101265470	beta-glucosidase 40-like (LOC101265470)	
20403907	-1,57	-1,27	51,31	LOC101258607	BHLH transcription factor (bHLH130-like; LOC101258607)	Solyc10g079050.1.1; XM_004249142.1
20270580	1,46	1,06	149,37	ca3	Carbonic anhydrase (ca3)	Solyc02g067750.2.1; NM_001246918.1
20296305	1,27	70,07	-1,01		Chitin-binding lectin	Solyc03g116200.1.1
20245663	15,03	44,3	-1,02	LOC101264046	Cinnamoyl CoA reductase-like protein	Solyc01g008540.2.1; XM_004228467.1; Solyc01g008530.2.1
20285156	36,13	63,7	3,15	LOC101256272	class IV heat shock protein (LOC101256272)	Solyc03g113930.1.1; XM_004236093.1
20409070	28,47	34,85	1,97	er-sHSP	class IV heat shock protein//small heat shock protein (er-sHSP)	Solyc11g020330.1.1; NM_001247671.1
20362276	-40,36	-39,74	3,58	LOC101249565	Cytochrome P450 // abscisic acid 8'-hydroxylase 1-like (LOC101249565)	Solyc08g005610.2.1; XM_004244388.1
20288304	-7,93	-20,98	-34,81	LOC101266918	d-3-phosphoglycerate dehydrogenase, chloroplastic-like (LOC101266918)	Solyc03g123830.2.1; XM_004235465.1
20355477	-22,99	-14,28	-29,6	LOC101263826	Defensin protein // defensin-like protein P322-like (LOC101263826)	Solyc07g007760.2.1; XM_004242702.1
20369108	-20,85	-55,13	-16,81	Cel8	Endoglucanase 1 // endo-beta-1,4-D-glucanase (Cel8)	Solyc08g082250.2.1; NM_001247243.2
20311152	13,74	11,23	2,71	LOC101261911	Essential meiotic endonuclease crossover junction endonuclease EME1B-like (LOC101261911)	Solyc04g051490.2.1; XM_004237431.1
20435386	-1,07	-1,03	56,92	LOC101261650	glucan endo-1,3-beta-glucosidase B-like (LOC101261650)	XM_004228957.1
20351775	-187,97	-42,87	-1,13	LOC101268586	GRAS family transcription factor // scarecrow-like protein 32-like (LOC101268586)	Solyc07g052960.1.1; XM_004243386.1
20365546	1,24	1,56	51,3	LOC101248320	Histidine decarboxylase	Solyc08g066260.2.1; XM_004245097.1
20409379	16,38	9,07	1,46	LOC544001	Kunitz trypsin inhibitor 4	Solyc11g022590.1.1; NM_001246840.1
20424957	1,41	48,88	10,74	LOC101251362	Lipase	Solyc12g055730.1.1; XM_004252575.1
20399707	-1,52	-8,15	-39,87	GLO2	L-lactate dehydrogenase // glycolate oxidase, transcript variant 1 (GLO2)	Solyc10g007600.2.1; XM_004248176.1; XM_004248177.1
20282328	-27,56	-38,11	-2,53	LOC101268078	Major facilitator superfamily domain containing protein 5 (LOC101268078)	Solyc03g082660.2.1; XM_004234950.1
20363022	-49,27	-40,35	-1,8	LOC101249191	multidrug and toxin extrusion protein 2-like	XM_004244552.1; XM_004244553.1
20257357	-74,42	-5,41	-2,73	LOC101261467	Nodulin family protein	Solyc01g111350.2.1; XM_004230977.1
20403309	-1,12	-3,37	-115,53	ltpg1	Non-specific lipid-transfer protein (ltpg1)	Solyc10g075100.1.1; NM_001247806.1
20321574	-25,91	-38,17	-3,96	LOC101254595	organic cation/carnitine transporter 3-like (LOC101254595)	Solyc05g053860.2.1; XM_004239796.1
20398464	-7,44	-41,13	-2,4	LOC101243656	Phenylalanine ammonia-lyase	Solyc10g086180.1.1; XM_004249510.1
20354406	-2,46	-3,76	-27,24	LOC101263732	Photosystem I reaction center subunit V	Solyc07g066150.1.1; XM_004243953.1
20287484	-50,94	-9,95	3,47	LOC101266498	probable peptide transporter At1g52190-like // TGF-beta receptor, type I/II extracellular region	XM_004235633.1; Solyc03g120570.2.1
20368072	18,5	85,96	13,86	LOC101250534	Proline-rich protein (14 kDa proline-rich protein; LOC101250534)	Solyc08g078920.1.1; XM_004245701.1
20368068	1,58	44,45	75,21	LOC101251407	Proline-rich protein (14 kDa; LOC101251407)	Solyc08g078870.1.1; XM_004245704.1
20271746	-22,47	-27,48	-32,68	LOC101263374	Purine permease family protein (purine permease 9-like; LOC101263374)	Solyc02g071050.2.1; XM_004233043.1
20406013	-42,53	-31,07	-2	LOC101250066	Rop guanine nucleotide exchange factor 1	Solyc10g086660.1.1; XM_004249533.1
20318472	1,12	-1,06	83,24		Serine/threonine-protein phosphatase 7 long form	
20422400	-17,29	-24,71	-26,56	LOC101249334	Solute carrier family 35 member E3	Solyc12g015850.1.1; XM_004251893.1
20346513	-1,08	50,94	-1,05	LOC101246642	Tropinone reductase-like protein 16	Solyc06g083490.2.1; XM_004242351.1
20280679	1,15	1,82	37,83	LOC101248080	uncharacterized (LOC101248080)	XM_004234679.1
20233242	-1,05	75,15	-1,05		Unknown Protein	Solyc01g015040.1.1
20296939	16,36	10,16	4,51	LOC101246122	Unknown Protein	Solyc03g118060.2.1; XM_004235810.1
20308733	-46	-27,97	1,92		Unknown Protein	Solyc04g012140.1.1
20328348	-51,87	-4,07	2,2	LOC101247023	Unknown Protein	Solyc05g053070.2.1; XM_004239857.1
20395263	-52,57	-80,36	3,03		Unknown Protein	Solyc10g050990.1.1
20409388	49,27	7,9	-1,68		Unknown Protein	Solyc11g027650.1.1
20416554	1,07	44,64	-1,17		Unknown Protein	Solyc11g028180.1.1
20424275	20,28	27,52	1,55		Unknown Protein	Solyc12g042100.1.1
20426487	16,6	8,72	-1,12	LOC101261211	Unknown Protein	Solyc12g096210.1.1; XR_183388.1

# Supplementary material for: In silico Transcriptional Regulatory Networks Involved in Tomato Fruit Ripening
**Source:** Front Plant Sci. 2016 Aug 30;7:1234. doi: 10.3389/fpls.2016.01234
**Supplement:** Supplementary Table 5 — Table with the co-expressed transcripts in the M40. The first column reports the Affymetrix ID, the 2nd the Gene Symbol, the 3rd a brief description, and the last column the Public Gene IDs.

Transcript Cluster ID	Gene Symbol	Description	Public Gene IDs
20316028	LOC101245162	Actin-related protein 2/3 complex	XM_004238681.1; Solyc05g006470.2.1
20367880	Acx1A	acyl-CoA oxidase 1A (Acx1A)	Solyc08g078390.2.1; NM_001247269.1
20408373	LOC101253961	ALBINO3-like protein 3	XM_004250517.1
20228113	LOC101253573	**Calcium-binding EF hand family protein**	Solyc00g007120.2.1; XM_004253194.1
20370572	LOC101256200	**calcium-dependent protein kinase 3-like**	Solyc08g008170.2.1; XM_004244574.1
20407699	LOC101256054	**Calmodulin-binding heat-shock protein**	Solyc11g011120.1.1; XM_004250129.1
20396074	LOC101256817	**Calmodulin-like protein // calcium-binding protein CAST-like**	Solyc10g074740.1.1; XM_004248970.1
20301172	LOC101055516	**Calmodulin-like protein 1//Hop-interacting protein TH1026**	Solyc04g018110.1.1; XM_004236512.1
20418015	LOC101258032	**CBL-interacting protein kinase 18 // CBL-interacting serine/threonine-protein kinase 3-like**	Solyc11g062410.1.1; XM_004250837.1
20387879	LOC101247956	E3 ubiquitin-protein ligase listerin-like	XM_004246964.1; Solyc09g055260.2.1
20256768	LOC101252441	guanine nucleotide-binding protein subunit beta-like	Solyc01g109560.2.1; XM_004230859.1
20427756	LOC101262690	histone H2A.1-like	Solyc12g005270.1.1; XM_004251432.1
20432107	LOC101261101	Methylthioribose-1-phosphate isomerase	Solyc12g049580.1.1; XM_004252352.1
20290926	LOC101267584	porin 2-like	Solyc03g044010.2.1; XM_004234601.1
20277214	LOC101254150	oligopeptidase A-like	Solyc02g091580.2.1; XM_004231932.1
20409303	LOC101256545	polyphosphoinositide phosphatase-like	Solyc11g022380.1.1; XM_004250380.1
20348599	LOC101259647	Red-like	Solyc07g017490.2.1; XM_004242849.1
20350037	LOC101255810	RNA polymerase-associated protein CTR9 homolog	Solyc07g041510.1.1; XM_004243670.1
20412354	LOC101255268	serine/threonine-protein kinase GRIK1-like	Solyc11g069300.1.1; XM_004251075.1
20260805	LOC101262982	serine/threonine-protein phosphatase 6 regulatory subunit 3-like	Solyc02g069780.2.1; XM_004233126.1
20271779	LOC101252351	TA9 protein // uncharacterized	Solyc02g071180.2.1; XM_004232923.1
20413653	LOC101266888	translation initiation factor eIF-2B subunit beta-like	XM_004249834.1; Solyc11g005600.1.1
20278190	LOC101256535	transportin-3-like	Solyc02g094620.1.1; XM_004231691.1
20333879	LOC101257868	uncharacterized	Solyc06g063010.2.1; XM_004241800.1
20298723	LOC101257460	uncharacterized	Solyc04g005120.2.1; XM_004237024.1
20308317	LOC101256081	uncharacterized	Solyc04g009560.2.1; XM_004236767.1
20282558	LOC101258444	uncharacterized	Solyc03g083210.2.1; XM_004234921.1
20313719	LOC101253480	uncharacterized	Solyc04g077600.2.1; XM_004238024.1
20267382	LOC101245413	uncharacterized	Solyc02g094030.2.1; XM_004231740.1
20279761	LOC101246025	uncharacterized	Solyc03g025970.2.1; XM_004234330.1
20292373	LOC101262089	uncharacterized	Solyc03g071710.1.1; XM_004234865.1
20302490	LOC101249817	uncharacterized	Solyc04g049930.2.1; XM_004237616.1
20268699	LOC101268441	uncharacterized	Solyc02g032480.1.1; XM_004231634.1
20426883	LOC101261210	uncharacterized	Solyc12g098420.1.1; XM_004252943.1
20240385		Unknown Ubiquitin-associated/translation elongation factor EF1B	Solyc01g099480.2.1
20315245	LOC101255790	WD repeat-containing protein DWA2-like//WD40 repeat	XM_004238370.1; Solyc04g082300.2.1
20396227	LOC101266988	WD repeat-containing protein mip1//regulatory-associated protein of TOR 1-like (LOC101266988)	Solyc10g076260.1.1; XM_004249660.1
20228800	LOC101261904	zeatin O-glucosyltransferase-like	Solyc00g050130.1.1; XM_004253329.1

How the deposited data were processed for this re-analysis (not part of the article)

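Gene expression was measured in fruit of the cultivar Ailsa Craig at breaker, turning, pink and red ripe on Affymetrix TomGene ST 1.1 strips, with 2 arrays each for the first 3 stages and 3 for red ripe. The authors made the deposited values with the RMA method in Affymetrix Expression Console, and their processing notes also name Transcriptome Analysis Console 2.0. The unit is log2 signal per transcript cluster. All 9 columns of values and all 67795 probe sets were used. Each probe set was taken as deposited, with no further normalization and no filter on low signal. The raw probe intensities were not used, so background correction and normalization could not be repeated. No value has an individual detection call, and signal near the lower end of the scale cannot be told from background.

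A linear model with a mean per stage was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend), which gave 5 residual and 3.65 prior degrees of freedom. Turning, pink and red ripe were compared with breaker and with one another. P-values were adjusted over all probe sets by the Benjamini-Hochberg method, and a probe set was called at an adjusted p under 0.05 and a linear fold change over 2. The thresholds of the study, an unadjusted p under 0.05 with the same fold change, were applied to the same fit and to a test on each probe set's own 2 stages. The fit was tested on simulated data in which 200 of 67795 probe sets were changed: of those changed by 1.50 on the log2 scale 82% to 92% were called, of those changed by 3 99% to 100%, none in the wrong direction, with 8 or 9 unchanged probe sets called per comparison. The simulated stages had equal spread. In the data limma's array weights, low for arrays of large spread, were 2.21 at breaker, 0.40 at turning, 0.57 at pink and 0.90 to 2.11 at red ripe. The simulation does not show how calls behave when stages differ in spread.

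Genes were named from the annotation of the array and from the RefSeq annotation of assembly SLM_r2.1, which holds the genes of 23162 of the 23194 probe sets with 1 gene symbol. No coordinates are given because the array's annotation names no assembly. The text names WRKY22-like, ER24 and the 6 calcium genes of M40; per comparison the 8 largest rises and 8 largest falls among called probe sets with 1 gene name whose arrays all lay on one side of both breaker arrays; up to 4 members with the smallest adjusted p per gene list and comparison; the 3 genes with the largest rise and the largest fall per comparison in Supplementary Table 3, whose values in that table had been seen; and 2 members of M40 and of M6 at each end of the change at turning. Of the transcripts of M40, those of protein phosphorylation and degradation that the paper's text names or that Supplementary Table 5 describes with the word ubiquitin, and the gene shared by M40 and M6, were added after their values were seen. The modules were read from Supplementary Table 4, whose first 1999 of 6090 rows were at hand and hold all transcripts of both modules.

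The gene lists fixed in advance were ethylene synthesis, ethylene signalling and response, ripening regulators, carotenoid synthesis, cell wall softening, flavour and aroma, cuticle and epidermis, and abscission zone. No probe set matched a list of seed and embryo genes, so seed tissue could not be assessed. Lists defined by words in gene descriptions could not be formed because the array's annotation gives no descriptions. In their place, lists of heat shock and chaperone genes, nuclear photosynthesis genes, plastid-encoded genes, calcium sensors and pumps, WRKY factors, translation and cytoskeleton, and small GTPases and exocytosis were formed from gene symbols after the array's annotation, but not the signals, had been read. Genes were matched by symbol and chromosome, which gave 6 of 10, 11 of 17, 7 of 20, 10 of 16, 10 of 13, 8 of 9, 4 of 6 and 5 of 8 listed genes in the order of the lists fixed in advance, so that results of a list cover its matched members. A gene with several probe sets was represented by the one with the highest mean signal. Members past an adjusted p under 0.05 were counted without a fold threshold, over all probe sets and over the list alone. Group shifts were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and adjusted over 24 tests for the lists fixed in advance and 21 for the added ones. The second setting also rests on the 5 residual degrees of freedom, so its p-values differ by more than the correlation among genes.

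The alternatives were the replicate number as a block, each array left out in turn, median centring, quantile normalization and cyclic loess normalization of the deposited values, leaving out the 33.3% of probe sets with the lowest mean signal, an intensity trend with robust moderation (statmod 1.5.0), array weights, only the 2 stages compared in the fit, no fold threshold, the thresholds of the study, mean of all probe sets of a gene, signed linear fold changes and a Tukey biweight average of the red ripe arrays. Restricting the test to probe sets with 1 gene symbol, and splitting the breaker arrays between 2 comparisons so that they share no array, were chosen after seeing the data. For the overlap of comparisons, 20 sets of unchanged stages that share their breaker arrays were simulated. Plots were drawn in Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. The LeMoNe networks, the quantitative PCR and the promoter motifs were left out because the deposited data do not hold them.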

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

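The tests of the pattern below were planned before their results were seen; the heat shock list was formed after the gene symbols on the array had been read, and the values of er-sHSP in Supplementary Table 3 had been seen.

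Compared directly, 6215 probe sets were higher and 1302 lower at red ripe than at turning, and 5275 were higher and 894 lower at red ripe than at pink, a difference between the changes from breaker at these stages. Without turning replicate 1 or 2 the number lower at red ripe than at turning was 2384 or 2659, and without pink replicate 1 or 2 the number lower than at pink was 1738 or 1452. After quantile normalization the counts were 3630 higher and 2488 lower at red ripe than at turning and 2868 and 1858 than at pink, and after cyclic loess normalization 3593 and 2364, and 3034 and 1807. ER24 was lower at pink than at turning by a log2 difference of -1.35 (standard error 0.17, adjusted p = 0.00667 from limma), so its changes from breaker at these stages differ. Of 12 heat shock and chaperone genes, a group the paper's text does not discuss, 7 were higher at turning than at breaker and 6 at pink.

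The pattern weighed is the set of 2918 probe sets that fell at both turning and pink, 71.0% of which were higher again at red ripe. Choosing them for low signals on the turning and pink arrays favours a high share in that comparison. For loss of signal of long genes on the turning and pink arrays, log2 fold change was correlated with gene span given the breaker signal. The partial Spearman correlation was -0.0827 at turning and -0.0818 at pink across 23162 probe sets, closer to 0 than the bound set beforehand. It was -0.0891 and -0.0883 with the probe sets of lowest breaker signal left out, and 0.179 and 0.209 within the pattern's probe sets. Probe sets are not independent replicates. Changes thus followed gene span weakly across the array. Gene span is not transcript length, so these values cannot decide whether signal of long transcripts was lost. That explanation stays open. Different signal distributions of the arrays and the stage itself cannot be told apart, because 55.9% of the 2918 probe sets remained lower at both stages after quantile normalization and 59.4% after cyclic loess normalization, between the bounds of 50% and 80% set beforehand. A loss of signal common to all probe sets of one signal level also stays open: of 4970 probe sets with a breaker mean of 5 to 7, 18.3% (exact 95% interval 17.2% to 19.4%) lay within 0.5 of breaker at both stages, 25.7% fell at both and 2.25% rose at both. A biological difference between the ripening stages may account for the pattern but was not tested apart from these, and the labels give no processing batch that would separate arrays from stages.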

How the results depend on the processing

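Restricting the test to probe sets with 1 gene symbol and splitting the breaker arrays were chosen after seeing the data; the other alternatives were planned. Of 8474 values of named genes under the alternatives 7948 were counted as unchanged, 325 were no longer past the threshold and 201 came to pass it. None reversed direction while past the threshold in either setting. A change of direction with neither value past it was counted as unchanged, here and for the list shifts below. Tukey biweight values, which have no p-value, were counted as unchanged within the pooled SD between arrays of a stage. Of the 456 shifts of the lists fixed in advance 427 stayed as they were and 28 were lost, and of 399 of the added lists 364 stayed and 33 were lost; member counts stayed within 1.5 times in 820 of 912 and 685 of 798 cases. Where values below differ from those at the claims, the cause was not tested, apart from thresholds and numbers of probe sets that follow from the setting itself.

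Leaving out 1 array, where a stage left with 1 array is assumed to vary like the other stages, gave 556 to 2441 probe sets higher at turning, 535 to 1602 higher at pink, 537 to 1166 higher and 525 to 879 lower at red ripe, and 213 to 369 higher at both turning and pink; in the direct comparisons it gave 510 to 1551 higher and 228 to 1209 lower at pink than at turning, 1014 to 2659 lower at red ripe than at turning and 732 to 1738 lower at red ripe than at pink. The mean change at turning ranged from -2.92 to -2.403 for M40 and from -2.20 to -1.89 for M6. That of WRKY22-like ranged from -1.29 to -0.27 at turning and from -1.58 to -1.06 at pink.

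Median centring gave 589 probe sets higher at turning, 786 lower at red ripe than at turning, -2.21 for M6 at turning and -1.43 for WRKY22-like at pink (adjusted p = 0.0361). Quantile normalization gave 1908 higher and 2983 lower at turning, 1551 and 2365 at pink, 3630 higher and 2488 lower at red ripe than at turning, 2868 and 1858 than at pink, 1699 lower and 805 higher at both turning and pink, 939 of the former higher again at red ripe, M40 means of -2.23, -1.18 and 0.040 and M6 means of -1.61, -0.58 and 0.019 at turning, pink and red ripe. Cyclic loess normalization gave 1593 higher and 2885 lower at turning, 1366 higher at pink, 3593 and 2364 for red ripe against turning, 3034 and 1807 against pink, 1822 lower and 694 higher at both, 948 returning, M40 means of -2.11, -1.27 and -0.0096 and M6 means of -1.54, -0.69 and -0.016, the last of each reversed. Signed linear fold changes gave means of -6.55, -3.29 and 1.14 for M40 and -4.21, -2.11 and 1.02 for M6.

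Without a fold threshold 2623 were higher at turning, 1881 at pink and 1590 at red ripe, 593 lower at pink than at turning, 4555 lower at red ripe than at turning and 2772 than at pink. The thresholds of the study gave 1284 higher and 681 lower at pink than at turning, array weights 192 and 46, and only the 2 stages compared 58 and 20. Splitting the breaker arrays gave 1912 and 1905 lower at both turning and pink, 1376 and 1364 of these higher again at red ripe, and 209 and 196 higher at both, with turning against breaker replicate 1 and 2. Probe sets with 1 gene symbol gave 308 higher at turning, 394 at pink and 165 at both, and 371 and 379 lower at red ripe than at turning and at pink. WRKY22-like at pink, -1.31, passed the test with the replicate block (adjusted p = 0.0338), dim probe sets left out (0.0386), array weights (0.0348), only the 2 stages compared (0.0416) and 1 gene symbol (0.0278), and at red ripe with array weights (-1.23, adjusted p = 0.00430) and only the 2 stages compared (-1.12, adjusted p = 0.0450); over all alternatives its adjusted p at pink went from 0.0230 to 0.298. ER24 at red ripe passed it with array weights (0.45, adjusted p = 0.0367).

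With the replicate number as a block 21 of 258 calls of named genes were lost and 5 gained. Residuals of arrays with equal replicate numbers correlated with r from -0.008 to 0.090 over 12 pairs of stages and replicates, of which 9 values are distinct because residuals of 2 arrays mirror each other; these values give little sign that the numbers pair arrays across stages. The number of arrays limits what can be called, and probe sets near the median signal of 1.78 to 2.01 lie close to background.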

Differences from the paper's values

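The paper's number of probes on the array is 37.897, with the point as a group mark, and the deposited table holds 67795 probe sets, 67.795 in the same form; no alternative applies to this number. For ER24 at red ripe the paper's fold change against breaker is about 1.4 in Figure 5, read by eye, and the value here is 1.35. The gap is larger than the SD of the red ripe arrays on the log2 scale (0.044) and smaller than that of the breaker arrays (0.23) and than the standard error of the log2 fold change (0.15). For 51 genes the paper's red ripe values lay closer to a Tukey biweight average of all 3 arrays than to their mean (median absolute log2 difference 0.0029 against 0.0217). The paper's value thus appears to come from these same arrays, so the spread between arrays does not account for the gap. Reading by eye also limits its precision. Of the alternatives set before the data were examined, the replicate block, leaving out red ripe replicate 3, median centring, array weights and the Tukey biweight average of the red ripe arrays give values between 1.36 and 1.38, within the SD of the red ripe arrays alone, and the others, with values from 1.21 to 1.52, do not.

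The paper states that the majority of genes were higher at red ripe. Of the probe sets past the test 54.5% were higher, but 44.4% after quantile normalization and 42.3% after cyclic loess normalization; at the paper's thresholds 1293 were higher and 1060 lower. The paper describes the array pattern of ER24 as nearly like its quantitative PCR pattern, which rises from turning to pink. On the arrays ER24 was lower at pink than at turning (log2 difference -1.35, adjusted p = 0.00667), and from pink to red ripe, where the paper describes a drop, the log2 difference was 0.22 (adjusted p = 0.411), while its rise at turning goes the way the paper describes. Supplementary Table 1 lists the primers of ER24 and of WRKY under other loci than those the paper's text gives for the 2 genes, so it is not known whether the arrays and the quantitative PCR measured the same loci. The paper describes the patterns of both regulators as similar and slightly divergent from their modules. At turning ER24 rose by 1.57 where the mean of M6 changed by -2.05, and WRKY22-like had a log2 fold change of -0.78, not past the test, where the mean of M40 changed by -2.66. The breaker signal of WRKY22-like, 3.9, left less room above background for a fall than the M40 mean of 6.15. The paper describes a significant decrease of WRKY22-like at turning and red ripe and a smaller one at pink by quantitative PCR, with primers to which the same limit applies, and a nearly similar pattern on the arrays. On the arrays its mean was below breaker at each stage and none of the 3 comparisons was past the adjusted threshold. Its signals at pink and red ripe, 2.59 and 2.78, were low enough for background to compress these falls, which limits a comparison of the order of stages. At turning the log2 fold change of WRKY22-like was -1.29 without turning replicate 2 and -0.27 without turning replicate 1, each from 1 turning array. It is called at red ripe with array weights or only the 2 stages compared (adjusted p = 0.00430 and 0.0450) and at the paper's thresholds in the limma fit (unadjusted p = 0.00908). At pink it is called at the paper's thresholds (unadjusted p = 0.00632), with the replicate block, median centring, dim probe sets left out, array weights or only the 2 stages compared (adjusted p of 0.0416 at most), and with only probe sets with 1 gene symbol (adjusted p = 0.0278), a setting chosen after seeing the values, which keeps both regulators. Its mean was lowest at pink, but the differences between the later stages were not past the test (adjusted p = 0.565, 0.508 and 0.762). For the 6 calcium genes of M40 the paper describes a drop from pink to red ripe by quantitative PCR, and for CDPK3 a rise up to pink. On the arrays 5 of the 6 were higher at red ripe than at pink. The 6 genes come from a module formed on these arrays, so this count is not independent evidence. CDPK3 fell at turning and was not past the test at pink, with a log2 fold change of -1.01. The fall of the others at turning goes the way the paper describes.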

Other observations

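All lists in this part were formed from gene symbols after the array's annotation had been read, and no explanation was tested here.

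Of 12 heat shock and chaperone genes 7 rose and none fell at turning (9 rose when adjusted over the list alone), 6 rose and none fell at pink (7 rose and 1 fell when adjusted over the list alone), and 2 rose and 1 fell at red ripe (4 rose and 1 fell when adjusted over the list alone). HSP21, a chaperone of plastids, had log2 fold changes of 2.75 and 3.71 at turning and pink (adjusted p = 3.37e-05 and 1.65e-05 from limma), the small heat shock protein gene vis1 of 2.46 and 2.96 (adjusted p = 4.33e-05 and 2.25e-05) and the heat shock factor HSFA3 of 2.48 and 2.32 (adjusted p = 1.04e-04 and 1.62e-04). The chaperone gene HSP70 rose by 1.35 and 1.22. In the direct comparison 7 of the 12 were lower at red ripe than at turning. The group shift was past camera at the preset correlation at turning and pink (adjusted p = 1.01e-07 and 1.07e-04) but not with an estimated correlation (adjusted p = 0.126 and 0.169 with an estimated correlation). Without breaker replicate 2 the number that rose at red ripe was 1, without any single breaker or red ripe array the number that fell there was 0, and without pink replicate 2 or red ripe replicate 3 the number that fell at pink was 1.

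Several genes of photosynthesis fell at red ripe. Of 11 nuclear photosynthesis genes 4 fell and none rose at red ripe, also when adjusted over the list alone, and the shift held with an estimated correlation (adjusted p = 0.0375); at turning 3 fell and 1 rose and at pink 2 fell (5 and 1, and 2 and 1, when adjusted over the list alone). PsbQ, a subunit of photosystem II, fell by 3.96, psaD, a subunit of photosystem I, by 2.99 and the chlorophyll-binding protein CAB4 by 2.45 at red ripe (adjusted p = 2.02e-04, 3.66e-05 and 6.80e-04); the signals of PsbQ (1.91) and CAB4 (1.96) there were close to background, so the sizes of their falls are at best lower bounds. Without pink replicate 1 or 2, 5 fell at turning, and without breaker replicate 1 or 2, 1 fell at pink; the rise at turning was lost without breaker replicate 1 or 2, turning replicate 1 or 2 or red ripe replicate 1 or 2 (0 higher), and without turning replicate 1 or 2, 1 rose at pink. Of 36 plastid-encoded genes 10, 10 and 5 fell at turning, pink and red ripe and none rose (14, 14 and 16 fell when adjusted over the list alone, with 1 risen at pink). The gene atpF, for a subunit of the plastid ATP synthase, fell by 1.72 at turning (adjusted p = 3.01e-04). The shifts were not past camera with an estimated correlation (adjusted p = 0.180, 0.181 and 0.169 with an estimated correlation). Without breaker replicate 2 these counts were 6, 1 and 0, without breaker replicate 1 they were 3 at pink and 1 at red ripe, without pink replicate 2 it was 6 at pink, and without red ripe replicate 1 or 2 it was 3 at red ripe.

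Of 11 calcium sensors and pumps other than the 6 genes of M40, 3 fell at turning, 1 at pink and 2 rose at red ripe (5 and 2 fell and 4 rose when adjusted over the list alone; adjusted p = 0.169, 0.169 and 0.179 with an estimated correlation). The kinase CDPK2 fell by 1.45 at turning and 1.41 at pink (adjusted p = 7.71e-04 and 0.00105), and CIPK11 rose by 2.99 at red ripe (adjusted p = 2.14e-04). Without breaker replicate 1 or red ripe replicate 1 the number lower at turning was 1, without breaker replicate 2, turning replicate 1 or 2 or pink replicate 1 the number lower at pink was 2, and without any single breaker, pink or red ripe array the number higher at red ripe was 1. Of 5 WRKY factors other than WRKY22-like, 2 rose and none fell at red ripe (3 and 1 when adjusted over the list alone; adjusted p = 0.169 with an estimated correlation), with WRKY3 higher by 3.49 and WRKYIId-4, whose breaker signal of 1.66 was close to background, by 2.19 (adjusted p = 7.39e-05 and 0.00357), and 1 fell at turning and at pink, also when adjusted over the list alone, with 0 lower without breaker replicate 1 at either stage, without turning replicate 1 or 2 or red ripe replicate 2 at turning and without pink replicate 2 at pink.

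Of 12 genes of translation and the cytoskeleton 3 fell at turning, 3 at pink and 1 at red ripe, and none rose (1 rose at turning when adjusted over the list alone, with the numbers lower unchanged; adjusted p = 0.179, 0.169 and 0.885 with an estimated correlation), and the mean and median at red ripe were -0.11 and 0.07. The tubulin gene TUB fell by 2.33, 1.81 and 2.20 (adjusted p = 3.13e-04, 0.00123 and 4.94e-04), at best lower bounds at turning and red ripe, where its signals of 1.82 and 1.95 were close to background. Of 10 genes of small GTPases and exocytosis 4 fell and 2 rose at turning, 2 fell and 2 rose at pink and 2 rose at red ripe (3 fell at pink when adjusted over the list alone, the other counts being equal; adjusted p = 0.283, 0.334 and 0.283 with an estimated correlation). SAR2, a GTPase of vesicle transport, fell by 1.94 and 1.76 at turning and pink (adjusted p = 2.25e-04 and 4.18e-04). Without breaker replicate 2 the counts were 2 lower and 1 higher at turning and 0 higher at pink and red ripe, without breaker replicate 1 they were 1 higher at turning and 0 higher at pink and red ripe, and without pink replicate 2 or red ripe replicate 1 at pink and without red ripe replicate 1 or 2 at red ripe 1 was higher.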
